# Disrupted development of sensory systems and the cerebellum in a zebrafish *ebf3a* mutant

**DOI:** 10.1093/g3journal/jkaf115

**Published:** 2025-05-23

**Authors:** Nghi D P Dang, Alexia K Barcus, Claire L Conklin, Thinh Q Truong, Michael D Vivian, Jun Wang, Holly R Thomas, John M Parant, Nan Cher Yeo, Summer B Thyme

**Keywords:** zebrafish, neurodevelopment, autism spectrum disorder, sensory responsiveness

## Abstract

Mutations in the transcription factor early B cell factor 3 result in a neurodevelopmental disorder, and studies in animal models indicate that it has a critical role in neuronal differentiation. The molecular pathways and neuron types disrupted by its loss, however, have not been thoroughly investigated. Nor have the outcomes of these changes on behavior and brain activity. Here, we generated and characterized a zebrafish *ebf3a* loss-of-function mutant. We discovered morphological and neural phenotypes, including an overall smaller brain size, particularly in the hypothalamus, cerebellum, and hindbrain. Brain function was also compromised, with activity strongly increased in the cerebellum and abnormal behavior at baseline and in response to visual and acoustic stimuli. RNA-sequencing of developing larvae revealed significant downregulation of genes that mark olfactory sensory neurons, the lateral line, and cerebellar Purkinje neurons. Corroborating the RNA-sequencing, staining revealed fewer lateral line neuromasts and reduced Parvalbumin signal in the cerebellum. This study sets the stage for determining which downstream pathways underlie the emergence of the observed phenotypes and establishes multiple strong phenotypes that could form the basis of a drug screen.

## Introduction

Mutations in the gene early B cell factor 3 (*EBF3*) cause a neurodevelopmental disorder characterized mainly by intellectual disability and hypotonia. This genetic condition, known as Hypotonia Ataxia, and Delayed Development Syndrome (HADDS), was independently discovered in 2017 by 3 large sequencing projects, which together identified over twenty individuals (Chao *et al*. 2017; Harms *et al*. 2017; Sleven *et al*. 2017). Prior to the discovery of these coding variants, *EBF3* was hypothesized to contribute to intellectual phenotypes in individuals with terminal 10q deletions (Courtens *et al*. 2006; Faria *et al*. 2016), and many more cases have since been recognized (Blackburn *et al*. 2017; Tanaka *et al*. 2017; Jiménez de la Peña *et al*. 2021; Ciaccio *et al*. 2023). Sequence variation in *EBF3* includes heterozygous nonsense, splice, frameshift, and predicted deleterious missense mutations. While features of autism are present in only a subset of those with *EBF3* coding mutations, noncoding de novo variants in an *EBF3* enhancer were found in families with autism (Padhi *et al*. 2021). Other phenotypes found only in some individuals with *EBF3* mutations include motor coordination issues, ataxia, facial dysmorphism, pain insensitivity, ophthalmologic problems, short stature, restless sleep, and febrile seizures. Neuroimaging has uncovered cerebellar hypoplasia in some cases, although no other consistent structural abnormality has emerged (Harms *et al*. 2017; Tanaka *et al*. 2017; D’Arrigo *et al*. 2020).

Orthologs of *EBF3* are known to function in brain development in multiple species. While *Drosophila melanogaster* and *Caenorhabditis elegans* each only have a single Collier/Olf/EBF transcription factor, compared with 4 in most vertebrates, the protein has neurodevelopmental roles in both species (Crozatier *et al*. 1996; Prasad *et al*. 1998; Crozatier and Vincent 2008). In mice, homozygous disruption of *Ebf3* reduced survival, mating efficiency, and growth, and resulted in a failure of olfactory neurons to project to the olfactory bulb (Wang *et al*. 2004). Also in mice, *Ebf3* was shown to be a direct downstream target of the transcriptional repressor *Arx* (Fulp *et al*. 2008), which itself is involved in a neurodevelopmental syndrome consisting of intellectual disability, seizures, and dystonia (Strømme *et al*. 2002). In *Xenopus*, the *EBF3* ortholog regulates neuronal differentiation, inducing ectopic neurons when overexpressed in the developing embryo (Pozzoli *et al*. 2001). In most brain regions and at multiple stages of development, *ebf3* has a similar expression pattern to the *Xenopus* ortholog of mammalian *NEUROD1*, including the neural tube, neural crest cells, olfactory placodes, trigeminal placodes, spinal cord, and retina (Pozzoli *et al*. 2001; Green and Vetter 2011). Although *ebf3* was shown to be a direct downstream target of the NeuroD transcription factor, it also indirectly regulates *neurod1* expression, suggesting a more complex genetic interaction, possibly with feedback (Green and Vetter 2011).

Although *EBF3* orthologs have been studied in several species, a zebrafish mutant model has not been characterized. The genetically tractable zebrafish has proven useful for the study of the developmental and behavioral impacts of knocking out genes involved in neurodevelopmental disorders (Hoffman *et al*. 2016; Kozol *et al*. 2021; Zoodsma *et al*. 2022; Capps *et al*. 2024). Many features of zebrafish make it a powerful model to study these disorders, including optical transparency, external fertilization, and conservation of brain organization and many neuron types (Bae *et al*. 2009; Mueller 2012; Hashikawa *et al*. 2020; Porter and Mueller 2020; Pandey *et al*. 2023). Large-scale pharmacological screens for behavioral outputs or using reporter lines are also possible using larval zebrafish once a mutant phenotype has been established (Kokel *et al*. 2010; Rihel *et al*. 2010; Wang *et al*. 2015).

Here, we describe the characterization of the zebrafish orthologs of *EBF3*. In zebrafish larvae, expression of the *ebf3a* ortholog of *EBF3* was found in the posterior tuberculum area of the diencephalon, including in dopamine neurons, the midbrain-hindbrain boundary, olfactory bulb, neuromast hair cells, and hindbrain, including in cerebellar Purkinje cells (Li *et al*. 2010; Takeuchi *et al*. 2017; Lush *et al*. 2019). The *ebf3b* ortholog is minimally expressed (White *et al*. 2017; Bradford *et al*. 2022). Because of the *ebf3a* expression pattern and importance to brain development of other species, we expected numerous neural and behavioral phenotypes in mutants. Using brain imaging and larval behavioral profiling, we found changes in brain size, brain activity, baseline behavior, and stimulus-driven responses. As *EBF3* is a transcription factor, we also expected gene expression differences to likely drive the observed phenotypes. A microarray screen in *Xenopus* revealed a small number of direct and indirect *ebf3* target genes (Green and Vetter 2011), but RNA-sequencing datasets only exist for human cell lines (Harms *et al*. 2017), not for developing vertebrate embryos with manipulated levels of their *EBF3* ortholog. Thus, we collected RNA-sequencing data from our *ebf3a* zebrafish mutant, which nominated disrupted pathways and impacted cell types. Both cerebellar Purkinje cells and the lateral line were strongly affected by *ebf3a* loss. This study provides a starting point for further in-depth investigations into the *ebf3a* downstream target genes that drive these phenotypes and drug screens to discover molecules that ameliorate them.

## Materials and methods

### Zebrafish husbandry and mutant generation

Zebrafish (*Danio rerio*) were maintained in the Zebrafish Research Facility at the University of Alabama at Birmingham at 28°C on a 14-h light/10-h dark cycle. All animal studies were performed according to the guidelines by the Institutional Animal Care and Use Committee of the University of Alabama at Birmingham (IACUC protocols 22279, 22155, and 21744).

*ebf3a* and *ebf3b* mutants were generated by microinjection of Cas9 protein and 1 guide RNA (gRNA) into AB wild-type (WT) zebrafish embryos as described previously (Wang *et al*. 2021). The target site, PAM motif, and identified out of frame mutant are listed in Fig. 1 and Supplementary Fig. 1. Experiments were completed using larvae derived from crosses using the F2 generation and later. To genotype mutants, genomic DNA was extracted from whole zebrafish embryos or tail clip from adult zebrafish using alkaline lysis. Then, High-Resolution Melting analysis was performed (Thomas *et al*. 2014): PCR with gene-specific primers (Supplementary Table 2) was completed in black/white 96 well plates (Bio-Rad cat. No. HSP9665) and followed by the generation of melting curves using a Lightscanner HR 96 (Idaho Technology). All experiments were conducted blind, and genotyping occurred after the data was collected.

**Fig. 1.**
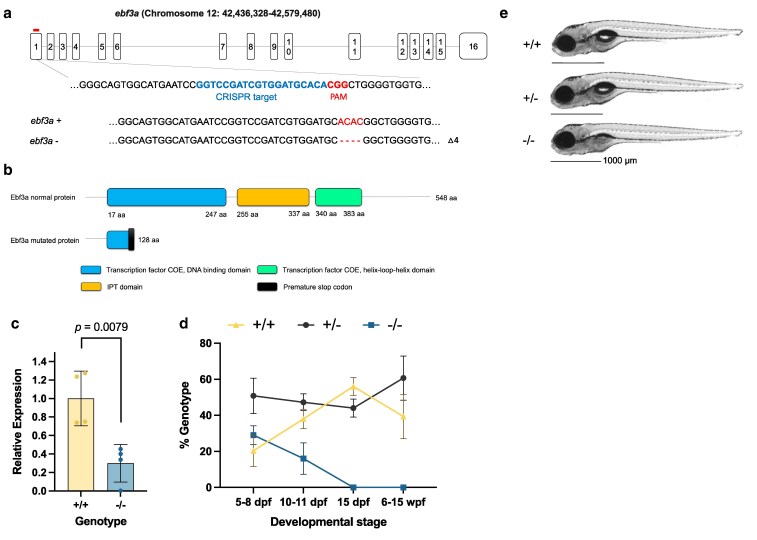
Generation and developmental characterization of zebrafish *ebf3a* mutants. a) Schematic of zebrafish *ebf3a* gene transcript and CRISPR gRNA targeting sequence. b) Schematic of zebrafish WT and mutant Ebf3a proteins. Domains are annotated based on ensemble Pfam database. c) Expression level of *ebf3a* in WT (+/+) and homozygous mutant (−/−) animals at 5 dpf, normalized to the WT level. d) Survival of *ebf3a* homozygous mutants (−/−) and respective siblings over larval development. e) Representative photos of *ebf3a* homozygous mutants (−/−) and respective siblings at 5 dpf.

### RNA extraction, real time quantitative PCR, and RNA-Seq

For RT-qPCR, total RNA was extracted from the anterior half of the body from 10 to 12 5 dpf larvae per sample at using the RNeasy Mini Kit (Qiagen). cDNA was synthesized using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). The RT-qPCR was performed using SsoAdvanced SYBR Green Supermix (Bio-Rad), primers (Supplementary Table 1), and CFX96 Touch Deep Well Real-Time PCR Detection System (Bio-Rad). RNA for the 2 dpf RNA-seq samples was collected in the same way, but with 15–20 embryos per pool. The 5 dpf RNA-seq was also collected with 10–12 larvae. The posterior portion of the cuts was used for genotyping. The RNA was isolated from the anterior portion as described and submitted to sequencing by GENEWIZ at Azenta Life Sciences. The number of input reads per sample ranged from 46 to 75 million, with uniquely mapped reads ranging from 35 to 57 million.

### RNA-sequencing analysis

Paired-end sequencing reads were aligned using STAR aligner (2.7.10a) (Dobin *et al*. 2013) to the GRCz11 release 104 using the Lawson Lab Zebrafish Transcriptome Annotation version 4.3.2 (Lawson *et al*. 2020). Using DESeq2 (Love *et al*. 2014), the raw counts files were normalized using rlog counts method. An example DESeq2 RScript and input files are available at https://github.com/thymelab/BulkRNASeq. The fold-change tables, all downstream analysis code, and complete results from transcriptome analyses are available in Supplementary Data 1 on Zenodo.

Gene Ontology (GO) analysis and Gene Set Enrichment Analysis (GSEA) (Subramanian *et al*. 2005) were performed using the clusterProfiler_4.10.0 R package, using the enrichGO and GSEA functions, respectively. To perform GSEA using the Daniocell single-cell data (Sur *et al*. 2023), the single-cell object was downloaded from the Daniocell website. Markers of the annotated clusters were identified using FindAllMarkers from Seurat_5.0.0 package (Satija *et al*. 2015), and the top 500 markers were used as gene sets for GSEA.

### Brain activity and morphology

Phosphorylated-ERK (pErk) antibody staining was conducted and analyzed as previously described (Thyme *et al*. 2019; Capps *et al*. 2024). Larvae were kept in quiet conditions for a minimum of a half hour before rapid fixation. They were fixed overnight at 4°C in 4% paraformaldehyde (Polysciences) diluted in 1X Phosphate Buffered Saline, permeabilized with 0.05% Trypsin-EDTA on ice for 30–35 min, stained for 2–3 days with the total ERK antibody (Cell Signaling, #4696, 3/1000 dilution) and phospho-Erk antibody (Cell Signaling #4370, 1/500 dilution), and 1–2 days with Alexa Fluor 647 mouse (A21235, 1/500 dilution) and 488 rabbit (A11008, 1/500 dilution) secondary antibodies (Thermo Fisher Scientific). After imaging with a Zeiss 900 upright confocal with 20× 1.0 NA water-dipping objective, larvae were removed from agarose for genotyping. As previously, the confocal stacks were registered to the Z-Brain atlas and processed using MapMAPPING with a false discovery rate of 0.05% (Randlett *et al*. 2015; Capps *et al*. 2024).

### Purkinje neuron staining

Purkinje cell antibody staining was conducted and analyzed as described above. Larvae were fixed at 6 dpf and stained for 2–3 days with total ERK antibody (Cell Signaling, #4695, 3/1000 dilution) and Anti-Parvalbumin Antibody (Sigma Aldrich, MAB1572, 1/500 dilution), and 1 day with Alexa Fluor 647 mouse (A21235, 1/500 dilution) and 488 rabbit (A11008, 1/500 dilution) secondary antibodies (Thermo Fisher Scientific). After imaging with a Zeiss 900 upright confocal with 20× 1.0 NA water-dipping objective, larvae were removed from agarose for genotyping. The analysis was completed similarly to above with MapMAPPING, but the Parvalbumin stain was not normalized by the total ERK stain, although the results were similar with both approaches.

### Lateral line staining

Neuromast staining was conducted as previously described (López–Schier *et al*. 2004; López-Schier and Hudspeth 2005). Live 6 dpf larvae were immersed for 15 min in a 250 μM solution of 4-(4-(diethylamino)styryl)-N-methylpyridinium iodide (4-Di-2-ASP: Millipore Sigma, D3418) at room temperature in the dark. Larvae were then rinsed to remove excess fluorophore, anesthetized with Tricain MS-222, and mounted in 2% LMP agarose. Larvae were removed from agarose after imaging for genotyping. The fluorescent neuromasts of each image were counted, while blinded to genotype, noting the total number of neuromasts and the number of neuromasts on the posterior lateral line (Manuel *et al*. 2021). While counting, mirrored neuromasts on the other side of the body were omitted to prevent double counting.

### Larval behavior

Larval behavior assays were completed using custom-built behavioral systems as previously described (Thyme *et al*. 2019; Joo *et al*. 2020). Briefly, on the evening of 4 dpf, the animals are placed in 96-well plates with square wells and sealed with oxygen permeable film. The white light cycle is 9 AM on/11 PM off. The larvae are exposed to the following stimuli at 5 dpf: light flashes (9:11–9:25), mixed acoustic stimuli (prepulse, strong, and weak, from 9:38 to 2:59), 3 blocks of acoustic habituation (3:35–6:35). The night between 5 and 6 dpf: mixed acoustic stimuli (1:02–5:00), light flashes (6:01–6:20). During the day at 6 dpf: 3 blocks of dark flashes with an hour between them (10:00–3:00), mixed acoustic stimuli and light flashes (4:02–6:00). The baseline framerate is 30 frames-per-second, while the responses to stimuli are analyzed from high-speed (285 frames-per-second) videos of a 1-s duration. All code for behavior analysis is available at https://github.com/thymelab/ZebrafishBehavior. As previously, the significance of data from baseline blocks, such as the duration of the experiment, are calculated with a linear mixed model (Thyme *et al*. 2019; Joo *et al*. 2020), while stimulus response data is assessed using the more standard Kruskal–Wallis ANOVA. The ANOVA values for these longer durations, with large variation in the measures across time, are also available in the supplementary files on Zenodo. To generate the bubble plot summary visualization, related measures are combined. The size of the bubble represents the percent of significant measurements in the summarized category, and the color represents the mean of the strictly standardized mean difference (SSMD) of the significant assays in that category. The bubbles are offset and both included (vs a typical heatmap), because both decreased and increased measures can occur in the same summarized block, such as if a change occurs between the 4 and 6 dpf stages. Another potential example is if the bout velocity is increased but the distance traveled in bouts is decreased, as both are bout “magnitude” measures. The scripts for merging these measurements and generating the summarized bubble plot graphs are available at https://github.com/thymelab/DownstreamAnalysis.

## Results

### Zebrafish *ebf3a* is the functional ortholog of human *EBF3*

There are 2 putative orthologs of human *EBF3* in the zebrafish genome: *ebf3a* and *ebf3b*. A common isoform of the Ebf3a protein (548 aa) has 88.8% identity with human EBF3 (596 aa), while Ebf3b (514 aa) has 62.7% identity. To investigate the function of these orthologs, we used CRISPR/Cas9 to establish loss-of-function mutant lines for *ebf3a* and *ebf3b* (Fig. 1a, Supplementary Fig. 1a). Both mutations are predicted to cause frameshift of the genes and a premature stop codon, leading to protein truncation at amino acids 128 and 124 for Ebf3a and Ebf3b, respectively (Fig. 1b, Supplementary Fig. 1b). Using RT-qPCR, we confirmed a significant reduction of the *ebf3a* transcript in the corresponding mutant (Fig. 1c). For *ebf3b*, Quantification Cycle (Cq) values were consistently over 30 in WT and homozygous samples, indicating a low mRNA level (data not shown). This result is corroborated by published bulk RNA-seq data (White *et al*. 2017; Bradford *et al*. 2022) and recent single-cell RNA-seq atlases (Sur *et al*. 2023; Pandey *et al*. 2023) (Supplementary Fig. 1c–e). Single-cell RNA-sequencing revealed high expression of *ebf3a* in neurons across several tissue types (brain, eye, olfactory, and lateral line) and almost no expression of *ebf3b* in the whole organism from 0 to 5 days post-fertilization (dpf) (Supplementary Fig. 1c). Its lower expression level and protein identity indicate that *ebf3b* may not have retained function following zebrafish genome duplication.

First, we evaluated the morphology and survival of these 2 mutants. We failed to detect adult *ebf3a* F2 homozygous mutants and determined that lethality occurred as early as 10 dpf (Fig. 1d, Supplementary Table 1). At larval stages, we found that the swim bladders of *ebf3a* homozygous mutants were not inflating (Fig. 1e), while the *ebf3b* larvae were normal (Supplementary Fig. 1f). In 1 clutch, the absent swim bladder was observed in 20 out of 35 homozygous larvae at 6 dpf and only 3 out of 133 heterozygous and WT siblings. In summary, we generated an *ebf3a* mutant model with developmental phenotypes, further supporting the designation of *ebf3a* as the functional ortholog at early developmental stages.

### Zebrafish *ebf3a* mutants have altered brain morphology, brain activity, and behavior

Given the known role of its orthologs in the nervous system and neural expression, we next assessed the *ebf3a* mutant using pErk brain activity mapping (Randlett *et al*. 2015; Thyme *et al*. 2019). In this approach, 6 dpf larvae are stained for pErk and total-Erk (tErk), image stacks registered to the Z-Brain atlas (Randlett *et al*. 2015), and the differences in pErk/tErk ratio between mutant and sibling groups are a proxy for activity. In addition, the registration process generates a deformation matrix that can be similarly compared with identify brain areas (Fig. 2a) with increased or decreased size (Jefferis *et al*. 2007; Thyme *et al*. 2019). The *ebf3a* homozygous mutants showed altered brain activity and structure compared with their WT siblings, with replicable outcomes from 2 separate clutches (Fig. 2b). The size of the brain was generally smaller, particularly in the hypothalamus, cerebellum, and hindbrain, although an area of the caudal rhombencephalon was increased in size. Increased brain activity was pronounced in the cerebellum, as well as in the optic tectum neuropil in the run with stronger signal, and reduced activity was observed in the telencephalon, habenula, mesencephalon, and caudal rhombencephalon. There were differences in both morphology and activity in the olfactory bulb and eye (Supplementary Fig. 2a–c). Examination of the raw image stacks confirmed the smaller size of the cerebellum (Fig. 2c and d). To ensure that these phenotypes were not caused by the lack of a swim bladder, we separately analyzed only those where it had fully inflated (Fig. 2e, Supplementary Fig. 2d) Although the phenotype was milder, as would be expected from the smaller N and selection of least impacted animals, the reduced cerebellar size and increased caudal rhombencephalon remained, as did the increased activity in the cerebellum and reduced in the habenula. Although these strong phenotypes were absent in heterozygous siblings, mild, repeatable activity differences in the cerebellum and habenula remained (Supplementary Fig. 2e).

**Fig. 2.**
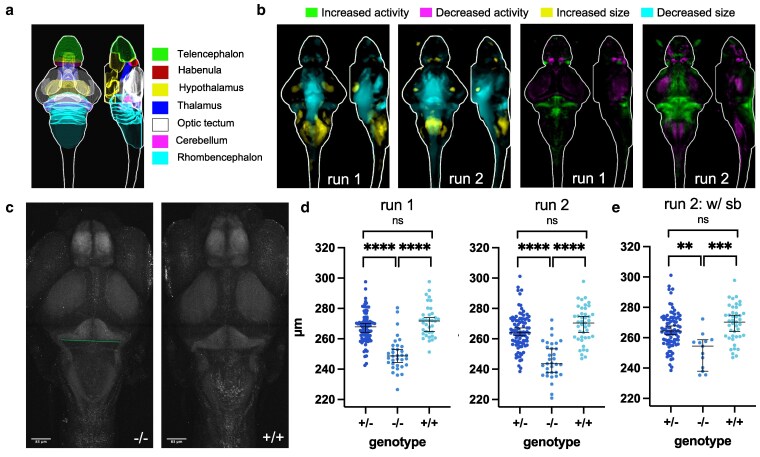
Brain structure and activity phenotypes of zebrafish *ebf3a* mutants. a) Schematic of major zebrafish brain regions based on the Z-Brain atlas (Randlett *et al*. 2015). b) Brain structure and activity maps for 2 runs from separate clutches, comparing homozygous mutants (−/−) to WT (+/+) siblings. A sum-of-slices intensity projection is shown (Z- and X- axes) of the signals inside the brain (white outline). Run 1 *N* = 34 homozygotes (−/−) compared with 36 wild types (+/+); Run 2 *N* = 36 homozygotes (−/−) compared with 46 wild types (+/+). c) Example of measuring the width of the hindbrain in the cerebellum region on the raw confocal stacks. The line represents the measurement that was made on maximum-intensity projections of the tErk stain. d) Measurement of the hindbrain width in all animals from the 2 runs. The *P*-values for both runs are <0.0001 for comparisons of homozygous mutants (−/−) to both WT (+/+) and heterozygous (+/−) siblings. *P*-values were calculated using the Brown-Forsythe and Welch ANOVA with Dunnett's T3 multiple comparisons test (GraphPad Prism 10). e) Measurement of the hindbrain width for only those with swim bladders from run 2. The *P*-values are 0.0002 for homozygous mutants (−/−) compared with WT (+/+) and 0.0024 for homozygotes (−/−) compared with heterozygotes (+/−).

As they displayed significant changes to brain structure and function, we expected these larvae to have behavioral phenotypes. Thus, we assessed them using a multiday battery that included visual and acoustic stimulation (Fig. 3a). Homozygous mutants displayed repeatable differences in baseline and stimulus-driven measures compared with control WT siblings (Fig. 3b and c). Two runs from biologically distinct clutches corroborated this result (Supplementary Fig. 3a–d). While mutants tended to have fewer daytime bouts compared with WT larvae (Fig. 3d, Supplementary Fig. 3e), stronger phenotypes were observed in their location preference (Fig. 3e, Supplementary Fig. 3f) and structure or magnitude of these bouts (Fig. 3f, Supplementary Fig. 3h). They preferred the center of the well, and the individual movements had altered velocity, time, and displacement, which are all related measures. These animals had a marked increase in the number of revolutions they made in the bout (Fig. 3f, Supplementary Fig. 3g), a measure that is closely linked to their increased number of seizure-like movements (Fig. 3h, Supplementary Fig. 3i), quantified based on high-speed circling behavior (Baraban *et al*. 2005). When exposed to visual or acoustic stimuli, the mutants had reduced responses (Fig. 3i and j, Supplementary Fig. 3j and k). The magnitude of the dark flash response was particularly impacted.

**Fig. 3.**
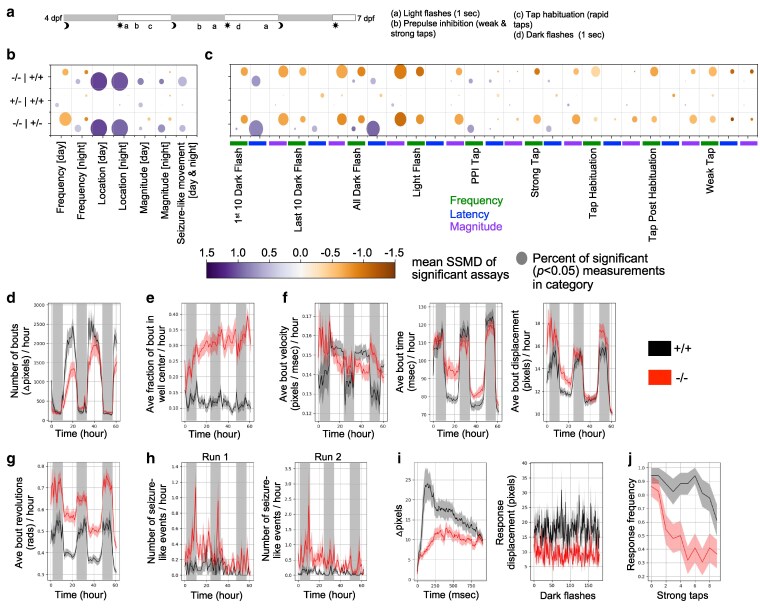
Behavioral phenotypes of zebrafish *ebf3a* mutants. a) Multiday behavioral pipeline with acoustic and visual stimulation. b) Summary visualization of baseline behavioral phenotypes in *ebf3a* homozygous mutants (−/−) compared with respective siblings. The size of the bubble represents the percent of significant measurements in the summarized category, and the color represents the mean of the SSMD of the significant assays in that category. Run 1 *N* = 23 homozygotes (−/−), 18 wild types (+/+), and 36 heterozygotes (+/+). c) Summary visualization of stimulus-driven behavioral phenotypes in *ebf3a* homozygous mutants compared with respective siblings. d) Example of a frequency of movement phenotype, shown for the entire duration of the experiment. This measure is the number of bouts, binned per hour, calculated using the change in pixels between each frame (linear mixed model *P*-value = 0.005). e) Example of a location preference plot, shown for the direction of the experiment. This measure is the fraction of the frames of a bout that is spent in the center zone of the well, binned per hour, calculated based on the centroid positions of the fish (*P*-value = 0.001). f) Examples of bout magnitude measures, shown for the duration of the experiment, binned per hour, and calculated based on the centroid positions of the fish. The bout velocity is not significant when considering the experiment duration, but subregions do have significant *P*-values (e.g. the third night or day3nightall, binned per 10-min, *P*-value = 0.001). Bout time *P*-value for the experiment duration = 0.025, and bout displacement = 0.001. g) Bout revolutions for the duration of the experiment (*P*-value = 0.001). h) Movements that resemble seizures (*P*-value = 0.001 for both sets). These are calculated based on the movement including more than 4 full revolutions, moving a distance of over 70 pixels, and having a speed of 0.3–1.3 pixels/msec. i) Displacement for the dark flash response movement (right). Kruskal–Wallis ANOVA *P*-value = 1.7e−06. The response graph (right) is the average movement (pixel-based) of larvae in the homozygous mutant and WT control groups for events where a response was observed. j) Frequency of responses to strong taps. The block shown is the strong taps completed prior to the first habituation block at 5 dpf (day5dpfhab1pre), with Kruskal–Wallis ANOVA *P*-value = 9.2e−05. Plots of homozygous mutant (−/−) compared with WT (+/+) control groups in panels (d–j) are mean ± SEM.

### Transcriptional differences in zebrafish *ebf3a* mutants indicate impacted development of multiple sensory systems and the cerebellum

To define the molecular basis for the observed neural phenotypes, we collected bulk RNA-sequencing data from *ebf3a* mutants at 2 dpf. This age was selected to uncover early molecular changes that could drive later phenotypes. 

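At 2 dpf, RNA was sequenced from pools of 15 to 20 embryos sorted by genotype, with 2 homozygous mutant (−/−), 2 heterozygous (+/−) and 2 WT (+/+) libraries. The sample labels describe the tissue as the upper body with the eyes, and the Methods as the anterior portion of the body. The authors aligned the paired-end reads with STAR to the zebrafish genome with the Lawson Lab transcriptome annotation and deposited the number of reads counted on each of 36351 gene IDs, without normalization. The reads counted on genes came to 30070283 and 31423786 in the homozygous libraries, 34661012 and 32558436 in the heterozygous libraries, and 43284327 and 47797511 in the WT libraries. The paper gives 35 to 57 M uniquely mapped reads per sample over all its libraries, and the values here use the reads counted on genes, which ranged from 30.1 to 47.8 M per library over both ages. The WT libraries were the deepest at this age, so genotype and depth are not separate in this design. The paper's text does not state whether the counting used strand, so genes that overlap another gene on the opposite strand are uncertain. The files list genes by annotation IDs and do not pair them with gene names or positions, so ebf3a and the other genes named by the paper were not analysed here. Genes were kept by edgeR's filterByExpr, which left 22383, and libraries were scaled by edgeR's TMM method. Homozygous, heterozygous and WT libraries were compared in one fit of 3 groups with edgeR's quasi-likelihood test, and the homozygous libraries were compared with the 4 pooled sibling libraries in a second fit. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Replicate libraries of one genotype differed with a biological coefficient of variation of 11.6% in homozygotes, 10.4% in heterozygotes and 6.03% in WT, so the 2 WT pools were the most alike. With 2 libraries per genotype, a group difference rests on a spread that is estimated mostly across genes.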

Multiple differentially expressed genes were identified in all genotype comparisons (Fig. 4a). 

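At an unadjusted p under 0.05 and an absolute log2 fold change over 0.2, the filter given for Fig. 4a, 2684 genes differed between homozygous mutants and WT, 1303 higher and 1381 lower in the mutants. Between heterozygotes and WT, 2060 genes passed, 1052 higher and 1008 lower in heterozygotes. Between homozygotes and heterozygotes, 2352 genes passed, 1095 higher and 1257 lower in homozygotes. An unadjusted p under 0.05 alone was reached by 3101, 2586 and 2805 genes in these 3 comparisons, where 5% of the 22383 genes tested, or 1119, is the number that chance gives. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 362 genes differed between homozygotes and WT, 86 between heterozygotes and WT and 138 between homozygotes and heterozygotes, and all of them also had an absolute log2 fold change over 0.2. The alternative that moved these adjusted counts most was to test every gene with at least 1 count, which gave 916, 484 and 597 genes. Which of the 2 smaller counts was larger depended on the processing. Fits of only the 2 groups compared called 176 genes between heterozygotes and WT and 58 between homozygotes and heterozygotes. DESeq2's Wald test called 239 and 217, and with only the 2 groups compared 305 and 92, while the other alternatives kept the order. Past the filter of Fig. 4a, only fits of the 2 groups compared turned the order, with 2406 and 1775 genes in edgeR. From such comparisons the paper states that genes were differentially expressed between all genotypes.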

As expected, *ebf3a* itself was significantly downregulated (Fig. 4b). Many genes involved in eye development, which we grouped using GO analysis, were upregulated in the homozygous mutants compared with combined data from WT and heterozygous siblings as well as WT siblings alone (Fig. 4b, Supplementary Fig. 4a, Supplementary Data 1). We compared homozygous to the combined data to highlight the transcriptional changes most indicative of brain morphology phenotypes, which were not present in heterozygous or WT siblings. 

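In the comparison of the 2 homozygous libraries with the 4 pooled heterozygous and WT libraries, 149 of the genes tested had an adjusted p under 0.05, with 89 higher and 60 lower in homozygotes. Their median absolute log2 fold change was 0.68, with quartiles of 0.48 and 0.86. At the limits used for labels in Fig. 4b, an absolute log2 fold change over 1 and an adjusted p under 0.01, 5 genes remained. The number of genes called rests in part on single libraries. Without heterozygous replicate 1 it rose to 259, and without WT replicate 1 or WT replicate 2 it fell to 85 or 87. The excess of higher genes is also not stable. Without heterozygous replicate 1, 121 of the 259 genes were higher, and with DESeq2's Wald test 123 of 259. Without a filter on low counts, 181 of 360 were higher. Under the other alternatives, more genes were higher than lower. Genes are given by the IDs of the files. Among called genes with a mean of at least 1 CPM, the count scaled to library size, and no overlap between homozygous and sibling libraries, LL0000007374 and LL0000018872 rose most and LL0000025280 and LL0000020518 fell most. LL0000007374 was at 3.72 ± 0.756 CPM (SD, n = 2) in homozygotes and 1.23 ± 0.436 CPM (SD, n = 4) in siblings. Its log2 fold change was 1.60 (standard error 0.32, adjusted p = 0.0220 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was not called without WT replicate 1 or WT replicate 2. It lies among called genes with neighbouring IDs, and reads shared between near-identical genes could not be checked from the counts. LL0000018872 was at 3.13 ± 1.35 CPM (SD, n = 2) in homozygotes and 1.19 ± 0.0351 CPM (SD, n = 4) in siblings. Its log2 fold change was 1.40 (standard error 0.31, adjusted p = 0.0427 from edgeR's quasi-likelihood test), and 0.84 without homozygous replicate 1. It was not called without WT replicate 1, WT replicate 2 or heterozygous replicate 2. LL0000025280 was at 0.481 ± 0.152 CPM (SD, n = 2) in homozygotes, 2.31 ± 0.234 CPM (SD, n = 2) in heterozygotes and 5.10 ± 0.811 CPM (SD, n = 2) in WT. Against siblings its log2 fold change was -2.95 (standard error 0.47, adjusted p = 0.00378 from edgeR's quasi-likelihood test), while between heterozygotes and WT its change of -1.13 was not called (adjusted p = 0.0894 from the same edgeR test). LL0000020518 was at 1.27 ± 0.164 CPM (SD, n = 2) in homozygotes and 5.22 ± 0.893 CPM (SD, n = 4) in siblings, and fell with a log2 fold change of -2.03 (standard error 0.25). Its adjusted p was 0.000558 from edgeR's quasi-likelihood test. Both genes that fell were called in each of the 4 fits that left out 1 sibling library.

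**Figure D1:**
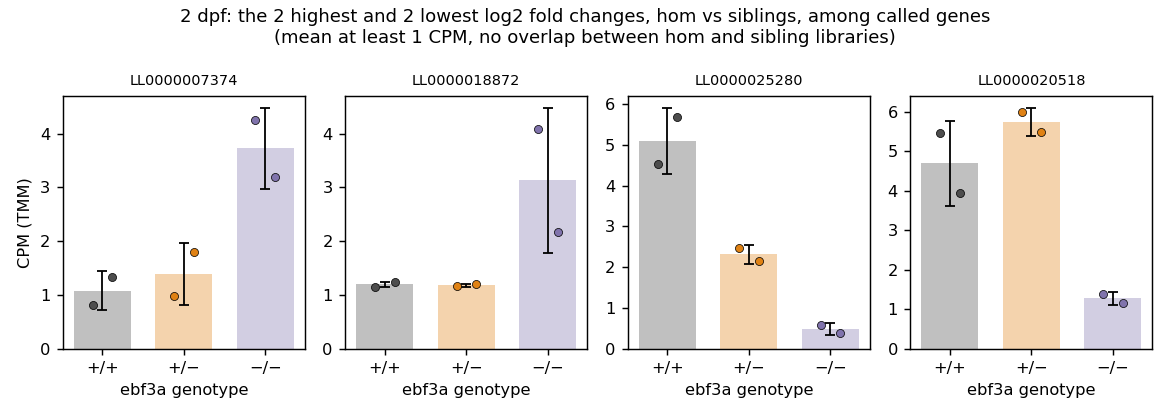
CPM, scaled by the TMM method, of the 4 genes in each 2 dpf library, on linear axes that start at 0. Bars are means of 2 libraries per genotype, error bars are the SD and points are single libraries. LL0000025280 is at 0.481 in homozygotes, 2.31 in heterozygotes and 5.10 in WT, while the heterozygous libraries of LL0000018872 lie at the WT level.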

Other categories of dysregulated genes included lipid transport, cell-cell junction assembly, and vesicle organization. Surprisingly, no terms related to neuronal development emerged from GO analysis when the homozygous samples were compared with the combined data (Fig. 4b), and only a small number of genes related to axon development were identified in the homozygous vs WT analysis (Supplementary Fig. 4a). Among the genes with significantly reduced expression in both comparisons, however, were some with known involvement in brain development, such as *lhx1a* and *scn1lab* (Swanhart *et al*. 2010; Baraban *et al*. 2013; Lui *et al*. 2017; Symmank and Zimmer-Bensch 2019; Mendes *et al*. 2023). Among the most reduced genes in homozygous samples was *gpc1a*, the loss of which leads to reduced brain size in mice, possibly via reduced fibroblast growth factor signaling (Jen *et al*. 2009). In zebrafish, *gpc1a* is expressed widely in the central nervous system, as well as also in the lateral line and some olfactory sensory neuron subtypes (Gupta and Brand 2013; Sur *et al*. 2023). Both the known Ebf3 target genes *pcdh8*, *neurod1*, and *prph* and the *ebf3* upstream repressor *arxa* were also differentially expressed (Fulp *et al*. 2008; Green and Vetter 2011) (Fig. 4c). The *arxa* transcript was downregulated, and there is a predicted binding site for Ebf3a in the *arxa* promoter as well as a predicted binding site for Arxa in the *ebf3a* promoter (Supplementary Fig. 5) (Rauluseviciute *et al*. 2024). However, the known target genes were unexpectedly upregulated in heterozygous and homozygous samples, opposite to the results from microinjection of mRNA and morpholinos in *Xenopus* (Green and Vetter 2011).

**Fig. 4.**
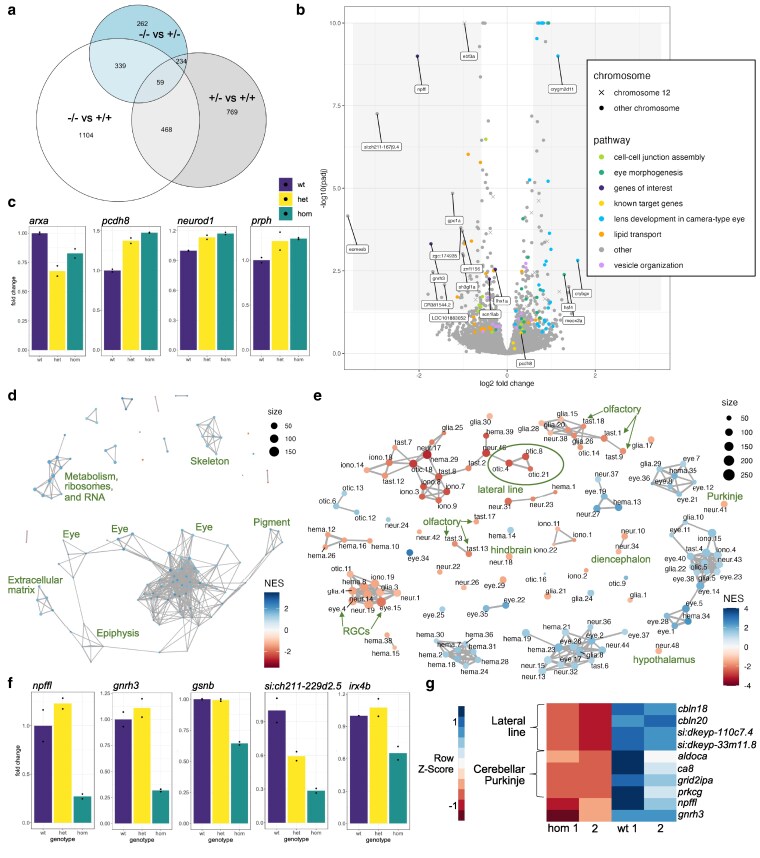
Transcriptional changes in zebrafish *ebf3a* mutants. a) Venn diagram of shared DEGs between the genotype comparisons of 2 dpf RNA-Sequencing data. The DEGs were filtered using a *P*-value of <0.05 and log2 fold change of >0.2. b) Volcano plot of the 2 dpf RNA-Sequencing data for the comparison of homozygous mutants vs combined heterozygous and WT larvae. Genes involved in pathways identified by GO analysis are identified. Genes with log2 fold changes of >1.0 and adjusted *P*-values of <0.01 are labeled, as are several additional genes of interest. c) Normalized counts data for WT, heterozygous, and homozygous samples for genes selected based on known involvement with *ebf3*. d) Network plot of all GSEA C5 molecular signatures for the comparison of 2 dpf homozygous mutants vs combined heterozygous and WT larvae, with general groupings labeled. e) GSEA network plot with single-cell types from the Daniocell larval zebrafish atlas. Clusters of particular interest are labeled with arrows and a circle to designate the clusters corresponding to the lateral line. f) Normalized counts data for WT, heterozygous, and homozygous samples for genes with strong downregulation in *ebf3a* mutants and mark specific neuron types. g). Genes that are downregulated in 5 dpf RNA-Sequencing data and mark specific neuron types. All analysis code, additional results, terms and genes found by the GO and GSEA analyses, and necessary files for the panels of this figure are available in Supplementary Data 1 in the Zenodo repository.

Using GSEA, we highlighted additional pathways disrupted in the *ebf3a* mutants. For the homozygous mutants (Fig. 4d, Supplementary Fig. 4b), enrichment using the C5 set of molecular signatures overlapped with the GO analysis, with most terms resulting from the upregulation of eye genes. In the heterozygous samples compared with the WT; however, many more genes involved in neuronal development, circadian behavior, posterior lateral line system development, channel activity, ion transport, and synapse assembly were uncovered by both GSEA and GO (Supplementary Fig. 6, a and b). 

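Over the genes past the filter of Fig. 4a, the median absolute log2 fold change was 0.38 between heterozygotes and WT, with quartiles of 0.27 and 0.57, and 0.48 between homozygotes and WT, with quartiles of 0.31 and 0.77. For the same genes, the median between single libraries ranged from 0.34 to 0.39 over the 4 pairs of a heterozygous and a WT library, and from 0.46 to 0.47 over the 4 pairs of a homozygous and a WT library, so the ranges did not overlap. The difference was also present among the genes with an adjusted p under 0.05, with medians of 0.54 in heterozygotes and 0.63 in homozygotes. Over all genes tested, the medians were 0.15 and 0.16. The genes differ between the comparisons, and a filter on p and fold change raises the fold changes of the genes it keeps. The 4 pairs of a comparison reuse the same libraries, on which the genes were also chosen, and both comparisons share the WT libraries. The ranges over pairs are therefore not an independent spread.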

The differentially expressed genes in the heterozygous data overall had smaller fold changes than in the homozygous. This comparison, however, may reflect target genes of *ebf3a* better than the homozygous data that could be confounded by signatures of their altered development.

To predict impacted cell types, we also used GSEA to identify marker genes of cell types derived from scRNA-seq of the developing larvae (Sur *et al*. 2023). Genes selectively expressed in neuron types from multiple sensory systems were downregulated, including olfactory, visual retinal ganglion cells (RGCs), and lateral line subtypes (Fig. 4e, Supplementary Fig. 4c). Ebf3a is known to be expressed in RGCs, acting downstream of Atoh7 (Gao *et al*. 2014). The diencephalon, including the hypothalamus, and hindbrain, including the cerebellar Purkinje cells, emerged from the analysis of homozygous mutants compared with the combined data from heterozygotes and wild types. Highly specific marker genes of these nominated clusters were downregulated, such as olfactory sensory neurons (Supplementary Fig. 7a). Two of the most differentially expressed genes, *npffl* and *gnrh3* (Fig. 4f) are in so few cells that they are not obviously linked to specific neuron types in Daniocell, but their expression correlates with each other (Sur *et al*. 2023), and *gnrh3* is selectively expressed in cells near the olfactory placodes in larvae (Kurrasch *et al*. 2009; Bassi *et al*. 2020). Although the strongly reduced gene *gsnb* (Fig. 4f) is expressed in multiple cell types, including the lateral line and olfactory system, other more specific markers such as *si:ch211-229d2.5* are expressed only in the lateral line and no other cell type (Supplementary Fig. 7b), supporting the GSEA results (Fig. 4e). Although cerebellar Purkinje cells are not detectable by Parvalbumin staining until 3 dpf (Kani *et al*. 2010), multiple transcriptional markers of this type are downregulated in our 2 dpf data, including *irx4b*, *ppargc1a*, and *rnf152* (Fig. 4f, Supplementary Fig. 7c). The transcription factor *ptf1a*, which marks the progenitors that give rise to Purkinje cells (Kani *et al*. 2010), was not differentially expressed (Supplementary Data 1). 

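At 5 dpf, RNA was sequenced from pools of 10 to 12 larvae, with 2 homozygous and 2 WT libraries. The Methods and the sample titles give the age as 5 dpf, while the extraction protocol in the sample labels gives 6 dpf, and the labels describe the tissue as the head with the eyes. The authors made the counts as at 2 dpf. The reads counted on genes came to 41595848 and 36165011 in the homozygous libraries and 38380494 and 45882083 in the WT libraries. The 4 libraries were fitted apart from those of 2 dpf, over 23654 genes. Without a term for replicate number in the model, no gene had an adjusted p under 0.05 between homozygotes and WT (smallest adjusted p = 0.196, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was reached by 278 genes, fewer than the 1183 that chance gives, and 76 of these were higher and 202 lower in homozygotes. The biological coefficient of variation between replicates was 22.6% in homozygotes and 21.2% in WT, larger than at 2 dpf. The first principal component of the 5 dpf libraries held 69.2% of the variance and parted replicate 1 from replicate 2 in both genotypes, while at 2 dpf it held 30.7% and parted homozygotes from siblings. In simulated counts with the spread of the 5 dpf libraries, the test found none of 200 genes changed by a log2 fold change of 1. It found 179 of 200 changed by 2, so without a replicate block, changes of the size seen at 2 dpf were mostly not detectable. The simulated libraries were independent, while deviations of the real libraries of the same number correlated by 0.502. Detection with a replicate block was not simulated. Among the alternatives that left the model terms unchanged, DESeq2's Wald test called the most, 2 genes. With the replicate number added to the model as a block, 10 genes were called, all lower in homozygotes. The paper does not say that replicate numbers mark a shared clutch or batch.

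**Figure D2:**
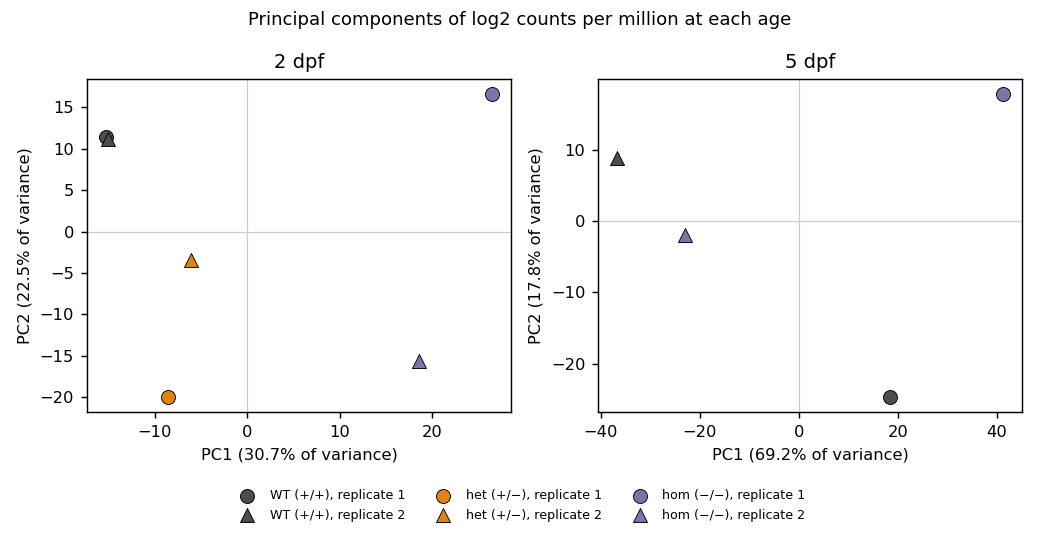
First against second principal component of log2 CPM for the 6 libraries at 2 dpf (left) and the 4 libraries at 5 dpf (right). Each point is a library, coloured by genotype, with circles for replicate 1 and triangles for replicate 2. At 5 dpf both replicate 1 libraries lie to the right of 0 and both replicate 2 libraries to the left on the axis that holds 69.2% of the variance.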

Most differentially expressed genes from RNA-seq collected at the later stage of 5 dpf were also highly specific markers of the lateral line and Purkinje cells (Fig. 4g, Supplementary Fig. 8), although the samples were less consistent, and no heterozygous were included. 

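Of the genes called between homozygotes and pooled siblings at 2 dpf, 148 were among the 21336 genes tested at both ages. Without a replicate block none of them was called at 5 dpf, where no gene was, so an overlap test could not be made. With the block, 2 genes were called at both ages. An unadjusted p under 0.05 at 5 dpf was reached by 10 of the 148 genes, all of them changed in the direction seen at 2 dpf, where 1.37 are expected from the 197 such genes among those tested at both ages. The log2 fold change at 5 dpf had the sign of 2 dpf for 73.6% of the 148 genes, against 54.3% of all genes tested at both ages. The replicates differed most in 29 called genes with neighbouring IDs, all higher at 2 dpf, of which 2 were higher in homozygotes between the replicate 1 libraries and 29 between the replicate 2 libraries. Of the other called genes, 62.2% had the sign of 2 dpf in replicate 1, against a median of 56.3% in random sets of genes of like abundance, and 67.2% had it in replicate 2, against a median of 51.3%. At least as large a difference from the median was found in 2296 of 10000 random sets for replicate 1 and in 5 for replicate 2, and the genes are not independent of each other. The median log2 fold change at 5 dpf was -0.23 over the genes that were lower at 2 dpf, where it was -0.62, and 0.06 over those that were higher, where it was 0.72. The gene LL0000020518, lower in 2 dpf homozygotes, was at 1.98 ± 0.530 CPM (SD, n = 2) in 5 dpf homozygotes and 4.77 ± 0.827 CPM (SD, n = 2) in WT. Its log2 fold change of -1.29 (standard error 0.32) did not pass the adjustment (adjusted p = 1.00 from edgeR's quasi-likelihood test). For LL0000025280 the log2 fold change at 5 dpf was -0.10, for LL0000007374 it was 0.01 and for LL0000018872 it was -0.29, and each of these 3 changed sign when single libraries were left out.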

Despite the different developmental stage and lower quality of the 5 dpf data, multiple genes were shared between the 2 datasets (Supplementary Fig. 8). Taken together, while molecular signatures of aberrant neuronal development were only prominent in the heterozygous samples, a comparison to scRNA-seq marker genes revealed that multiple sensory systems and specific brain areas were predicted to have fewer or missing differentiated neurons in the homozygous larvae.

To validate the RNA-sequencing predictions, we stained lateral line neuromasts and cerebellar Purkinje neurons at 6 dpf. Although neuromasts were still present in homozygous mutants, their numbers were significantly reduced (Fig. 5a, Supplementary Fig. 9a). In particular, we noted that the MI2 neuromast was more frequently absent in homozygotes (Fig. 5b, c). To assess cerebellar neurons, we stained larvae for Parvalbumin, which is expressed in Purkinje cells. Using a protocol similar to that used for pErk-based brain activity mapping, image stacks were registered and compared, revealing a significant reduction in cerebellar signal (Fig. 5d). While this antibody also labels neurons in other regions of the brain, the cerebellar signal was especially diminished (Fig. 5e, Supplementary Fig. 9b). These findings corroborate the RNA-sequencing results and support a disruption of both sensory and motor-related neuronal populations in the homozygous mutants.

**Fig. 5.**
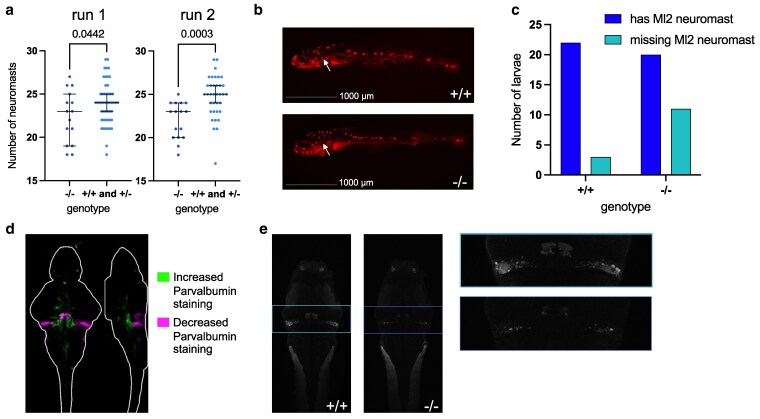
Staining of the lateral line and Purkinje neurons in zebrafish *ebf3a* mutants. a) Counts for lateral line neuromasts on one side of the 6 dpf zebrafish. Run 1 *N* = 15 −/− and 50 +/− and +/+; Run 2 *N* = 16 −/− and 36 +/− and +/+. Significance was assessed using an unpaired *t*-test. b) Representative image of lateral line staining. The white arrow indicates the MI2 neuromast which was absent in some homozygous mutant larvae. c) Combined quantification of missing MI2 neuromasts from both runs. Only homozygous mutants and WT siblings were included. One-sided Chi-square test: *P* = 0.0218. d) Brain map of the quantified differences in Parvalbumin staining, comparing homozygous mutants (−/−) to WT (+/+) siblings. A sum-of-slices intensity projection is shown (Z- and X- axes) of the signals inside the brain (white outline). *N* = 14 homozygotes (−/−) compared with 26 wild types (+/+). e) Example slice of Parvalbumin staining from registered stacks. The slice is at position 100 out of 138 in the standard Z-Brain stack. The cerebellum region is boxed and shown enlarged to the right.

## Discussion

Here, we describe the characterization of an *ebf3a* zebrafish mutant. Loss of this *EBF3* ortholog results in substantial changes to brain structure, brain activity, and behavior, as well as lethality at late larval stages. Using GSEA in combination with single-cell marker genes highlighted that the lateral line and cerebellar Purkinje cells (Fig. 4) are possibly missing or fewer in number. Sequencing data from both 2 and 5 dpf support this conclusion, which was corroborated with staining for both populations (Fig. 5). Our results align well with one another, as the imaging (Fig. 2) indicated a smaller cerebellum, and the altered movement structure (Fig. 3) could reflect the impacted cerebellum and hindbrain. While our finding might have been expected, as Purkinje cell numbers are markedly decreased in mouse *Ebf2* null mutants (Croci *et al*. 2006) and *ebf3a* is expressed in this cell type, no specific data existed on orthologs of *EBF3* and cerebellar development. Our study also highlights other less obvious neuron types for future exploration, such as a hypothalamus subtype (neur.48) that is specifically marked by *lmx1al* (Sur *et al*. 2023).

Some zebrafish phenotypes resemble those found in individuals with *EBF3* mutations. Ataxia and challenges with motor coordination are common. While it is not generally known how a larval zebrafish with ataxia would behave, we did observe changes in the bout structure (Fig. 3f). Responses to stimuli were also dampened (Fig. 3i and j), possibly due to abnormal processing of the sensory input or motor coordination of the response. The cerebellum, particularly Purkinje cells, is strongly implicated in many ataxias (Huang and Verbeek 2019). A consistent finding in neuroimaging data is cerebellar hypoplasia (Harms *et al*. 2017; Tanaka *et al*. 2017; D’Arrigo *et al*. 2020), which we also observed in the homozygous mutants (Fig. 2b and f). The reduced response to dark flashes (Fig. 3i) and dysregulation of genes involved in eye development (Fig. 4b and d) could arise similarly or contribute to ophthalmologic problems present in individuals with HADDS such as strabismus and hypermetropia (Harms *et al*. 2017; Lopes *et al*. 2017). The zebrafish larvae also displayed seizure-like movements, and abnormal EEG results and febrile seizures did occur in some individuals carrying damaging mutations in *EBF3* (Sleven *et al*. 2017).

One limitation of our model is that individuals with *EBF3* mutations maintain 1 WT copy of the gene whereas the phenotypic zebrafish are homozygous mutants. Human mutations include frameshifts, gene deletions, and missense alleles, which can reduce transcriptional output in cell-based assays through haploinsufficiency or a dominant negative mechanism (Chao *et al*. 2017; Harms *et al*. 2017; Lopes *et al.* 2017; Sleven *et al*. 2017). From our lethality data, we expect that a complete loss of *EBF3* would also not be compatible with human survival. The necessity of homozygosity to yield strong phenotypes in zebrafish with protein-truncating mutations in neurodevelopmental disorder genes is a common phenomenon (Hoffman *et al*. 2016; Zoodsma *et al*. 2022; Mendes *et al*. 2023; Capps *et al*. 2024). It is likely that genetic compensation mediated by the premature stop codon is responsible for the limited heterozygous phenotypes, as it could result in upregulation of the *ebf3a* WT allele or other transcription factors with a similar sequence that could act in its place (El–Brolosy *et al*. 2019). While the *ebf3a* level is reduced in the heterozygous samples (Supplementary Fig. 6a), rather than upregulated as we have seen previously (Capps *et al*. 2024), its change is far less than then expected 50% (Supplementary Data 1: −0.14 log2 fold change, *P*-value = 0.016). We did not observe an upregulation of *ebf3b* or *ebf2*, but *ebf1a* and *ebf1b* were slightly upregulated. In the future, making a new mutant line with the promoter removed, which would not produce truncated RNAs that drive this compensation, could yield stronger heterozygous phenotypes. It is also possible that this compensation could come through genetic mechanisms other than nonsense-mediated decay. The *arxa* gene is downregulated in both heterozygous and homozygous samples (Fig. 4c), and *Ebf3* was shown to be a direct target of *Arx* in the developing mouse brain (Fulp *et al*. 2008). When *Arxa* is reduced, *Ebf3* is upregulated, and it is possible that *arxa* is also a target of *ebf3a* and is itself downregulated to derepress *ebf3a*. Each transcription factor has a predicted corresponding binding site in the others promoter (Supplementary Fig. 5), suggesting complex but direct cross-regulation.

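Between 2 dpf heterozygotes and WT, 58 genes were higher and 28 lower in heterozygotes at an adjusted p under 0.05 (edgeR's quasi-likelihood test). The size of this excess depends on the processing. With DESeq2's Wald test 132 of 239 called genes were higher, without a filter on low counts 240 of 484, and with the replicate number as a block 41 of 51. Of the 86 genes, 10 passed the limits used for labels in Supplementary Fig. 6a, against 79 between homozygotes and WT. These limits are an absolute log2 fold change over 0.7 and an adjusted p under 0.01. Of the genes called in heterozygotes, 60.5%, or 52 genes, were also called between homozygotes and WT with the same direction. Both comparisons use the same WT libraries. In 20 sets of simulated libraries with no difference between genotypes, at most 2 genes were shared in this way. When the 3 pairs of libraries took the roles of the 3 genotypes at random for each gene, in 1000 draws, from 36 to 77 genes were shared, a range that holds the observed number, and they made up from 20.2% to 40.5% of the genes called in heterozygotes. These shares cannot be set against the observed one, since the draws called a median of 197 genes in each comparison, against 362 observed between homozygotes and WT and 86 between heterozygotes and WT.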

Although the heterozygous mutants had very mild phenotypes (Fig. 2g), their transcriptional dysregulation was extensive (Supplementary Fig. 6). The levels of target genes known from the literature (Fig. 4c) are as strongly increased in heterozygous and homozygous, and the *arxa* was downregulated in both. While the expectation is that the level of target genes would be reduced in correspondence to lower *ebf3a*, those experiments were done using transient microinjection in *Xenopus* (Green and Vetter 2011), which could have a different outcome than for our germline mutant. Pathway analysis uncovered gene sets involved in brain structure and function, which was not the case for homozygous mutants. Sets of interest included circadian behavior, as individuals with *EBF3* mutations have disturbed sleep, and multiple ion channel subunits. While it is surprising that there is significant transcriptional dysregulation with mild observed neural phenotypes (Fig. 2g), these gene sets could more directly reflect the transcriptional response to reducing *ebf3a*, rather than the emergent morphological changes in mutants. There are likely missing or disproportionately skewed cell populations in the homozygous mutants and not in the heterozygous siblings. 

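Under the filter of Fig. 4a, 749 genes differed from WT in the same direction in heterozygotes and homozygotes, 406 higher and 343 lower, and 17 differed in opposite directions. Both comparisons use the same WT libraries, which gives shared genes by chance. In 20 sets of simulated libraries with no difference between genotypes, from 162 to 204 genes were shared, with a median of 186. With the roles of the 3 pairs of libraries drawn at random for each gene, from 638 to 777 genes were shared, with a median of 706, and 25 of 1000 draws reached the observed number. Over all genes tested, the correlation between the 2 sets of log2 fold changes was 0.44. In the simulated sets it was 0.47 at the median, and with random roles it was from 0.45 to 0.54. The simulation gave all genotypes the same spread. The biological coefficient of variation was 6.03% in WT, against 11.6% in homozygotes and 10.4% in heterozygotes. These values therefore cannot decide whether the shared WT libraries alone give the observed correlation. The absolute log2 fold change was larger in homozygotes for 510 of the 749 genes, or 68.1%, against a median of 52.3% and a highest value of 64.0% in the simulated sets and of 55.3% with random roles. Of the 749 genes, 79 also passed the filter between homozygotes and heterozygotes in the same direction, against at most 4 in a simulated set and 53 with random roles. Among the genes shared at an adjusted p under 0.05 in both comparisons, the change was larger in homozygotes for 42. The simulation and the random roles both treat homozygotes and heterozygotes alike. Homozygous pools that differ more from all other pools, without an order of genotype, would also raise these numbers. Set against all other 2 dpf libraries, the homozygous pair gave 149 called genes and the heterozygous pair 1. These numbers therefore cannot tell a larger effect of genotype in homozygotes apart from such pools.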

A goal of our work was to uncover downstream target genes of *ebf3a* that could be responsible for the mutant neural phenotypes, and those dysregulated in heterozygous samples and more so in homozygous could be promising for further study.

Several strongly dysregulated genes are possible drivers of the observed phenotypes. Zebrafish mutants in *scn1lab*, which is downregulated in *ebf3a* homozygous mutants, have reduced size in the midbrain-hindbrain boundary region (Mendes *et al*. 2023). This region overlaps with the area that is ventral to the cerebellum and smaller in *ebf3a* mutants (Fig. 2b). Brain activity differs between the 2, however, as *scn1ab* has reduced activity throughout the entire brain compared with the strong activity increase in the cerebellum of *ebf3a* mutants. Behaviorally, both display seizure-like movements (Baraban *et al*. 2013) (Fig. 3h), as do *arxa* mutants (Griffin *et al*. 2021). In the Purkinje cell cluster, *irx4b* is expressed before other marker genes (Supplementary Fig. 7c), beginning at 24–34 hpf in Daniocell when the cells are just beginning to be classified. This transcription factor is a possible early driver of Purkinje cell differentiation and has been linked to axonal pathfinding in retina (Jin *et al*. 2003). The progenitors that give rise to Purkinje cells (Kani *et al*. 2010) do not appear affected, as *ptf1a* is not differentially expressed. The genes *skor1a* and *skor1b*, which are key regulators of the first step in Purkinje cell differentiation from *ptf1a* progenitors, are also not differentially expressed. Collecting RNA-sequencing data from an earlier stage, such as 36 hpf, could support this hypothesis and reveal other early *ebf3a* target genes.

The morphological and behavioral phenotypes of *ebf3a* homozygous mutants could be starting points for drug discovery. Transgenic lines that specifically label the lateral line and Purkinje cells (Tanabe *et al*. 2010; Fuentes *et al*. 2016) could be used for an imaging-based drug screen (Wang *et al*. 2015). Seizure-like movements in zebrafish larvae, which we observe in *ebf3a* mutants, were used as a screening platform to find a new treatment for Dravet syndrome that is in clinical trials (Baraban *et al*. 2013; Dinday and Baraban 2015). Overall, our findings provide a foundation for understanding the role of *ebf3a* in neurodevelopment and offer a promising avenue for developing targeted therapeutic interventions.

## Supplementary Material

jkaf115_Supplementary_Data

## Data Availability

All data are available in the main text, the Supplementary Materials, or appropriate databases. Code is available in Supplementary Data 1 or from https://github.com/thymelab (specific repositories are noted in the methods: BulkRNASeq, ZebrafishBehavior, and DownstreamAnalysis). Supplementary Data 1 and processed behavioral and imaging data are available from Zenodo (10.5281/zenodo.15304810) (Thyme 2025). Additional RNA-seq analysis results and the analysis workflow are in Supplementary Data 1 on Zenodo. A description of the content of the files in the Zenodo Repository is available in the Supplementary Materials. Raw behavioral and imaging files that were too large for Zenodo are available upon request. RNA-sequencing data is available from GEO (GSE276705) (Thyme 2024). The *ebf3a*^uab447^ allele, ZFIN ID ZDB-ALT-221114-33, is available from ZIRC. Supplemental material available at G3 online.

# Supplementary material for: Disrupted development of sensory systems and the cerebellum in a zebrafish ebf3a mutant
**Source:** G3 (Bethesda). 2025 May 23;15(7):jkaf115. doi: 10.1093/g3journal/jkaf115
**Supplement:** jkaf115_Supplementary_Data

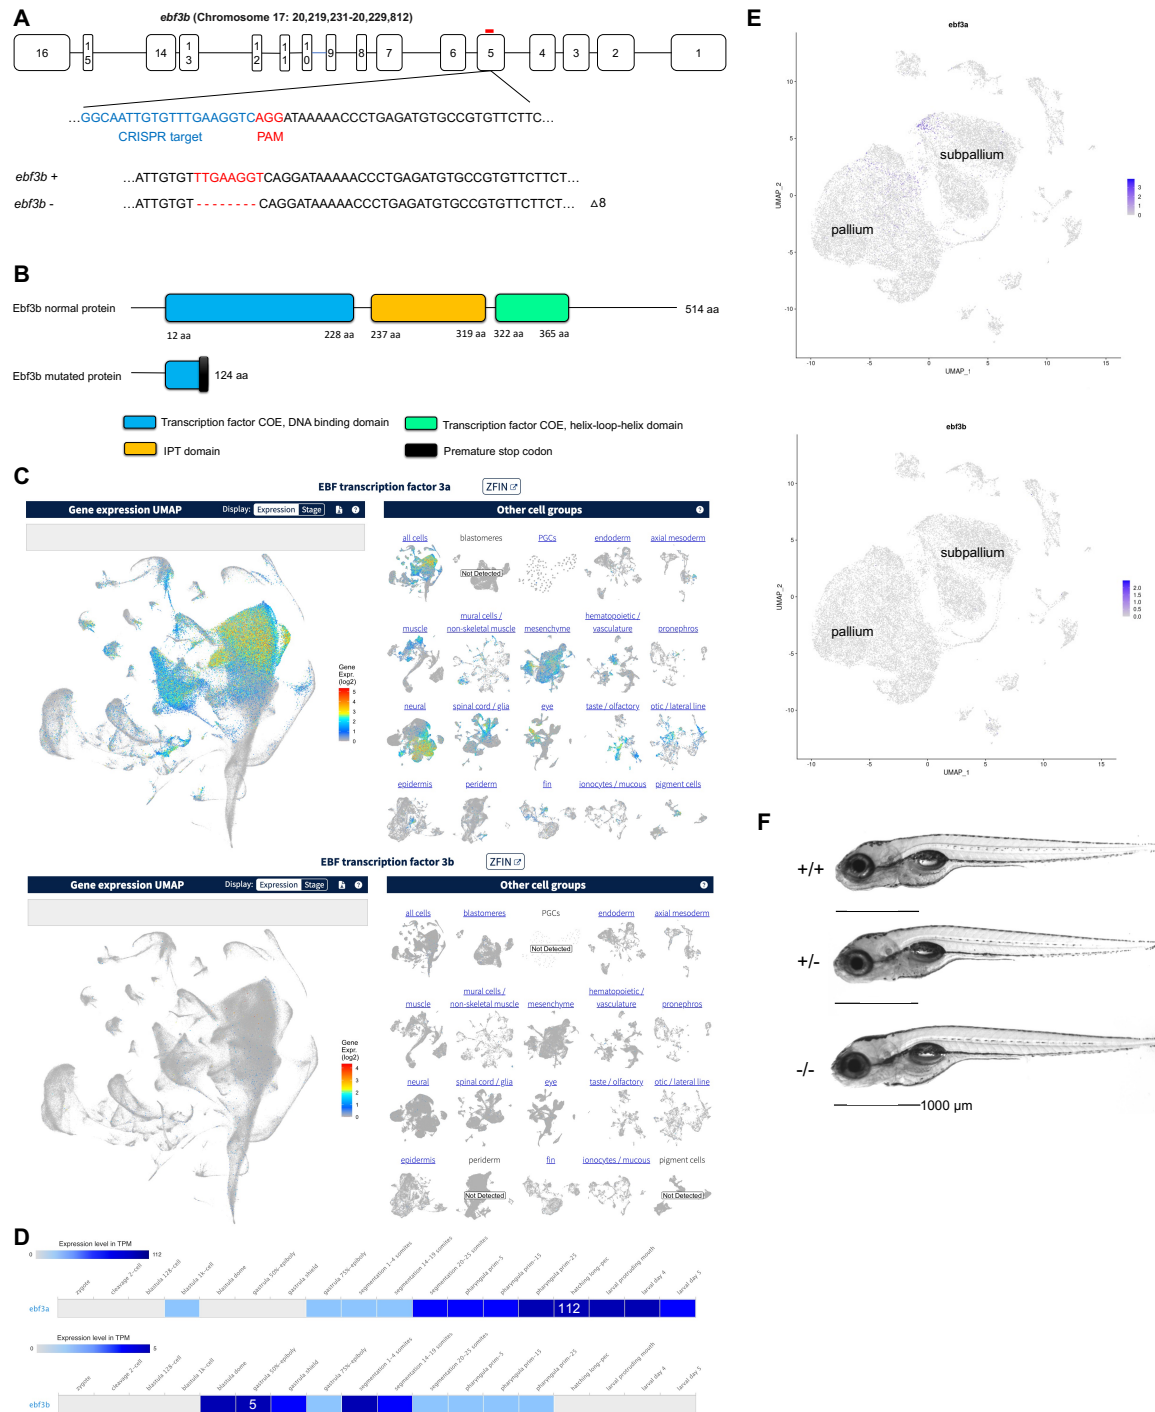

**Figure S1. Generation and developmental characterization of zebrafish *ebf3b* mutants.** (A) Schematic of zebrafish *ebf3b* gene transcript and CRISPR gRNA targeting sequence. (B) Schematic of zebrafish wild-type and mutant Ebf3b proteins. Domains are annotated based on ensemble Pfam database. (C) Expression of *ebf3a* and *ebf3b* in single-cell RNA-sequencing data from Daniocell (<https://daniocell.nichd.nih.gov/>) (Sur et al. 2023). (D) Expression of *ebf3a* and *ebf3b* in bulk RNA-sequencing data (White et al. 2017; Bradford et al. 2021). (E) Expression of *ebf3a* and *ebf3b* in forebrain single-cell RNA-sequencing data (<https://zfforebrain.thymelab.org/>) (F) Representative photos of *ebf3b* homozygous mutants and respective siblings at 5 dpf.

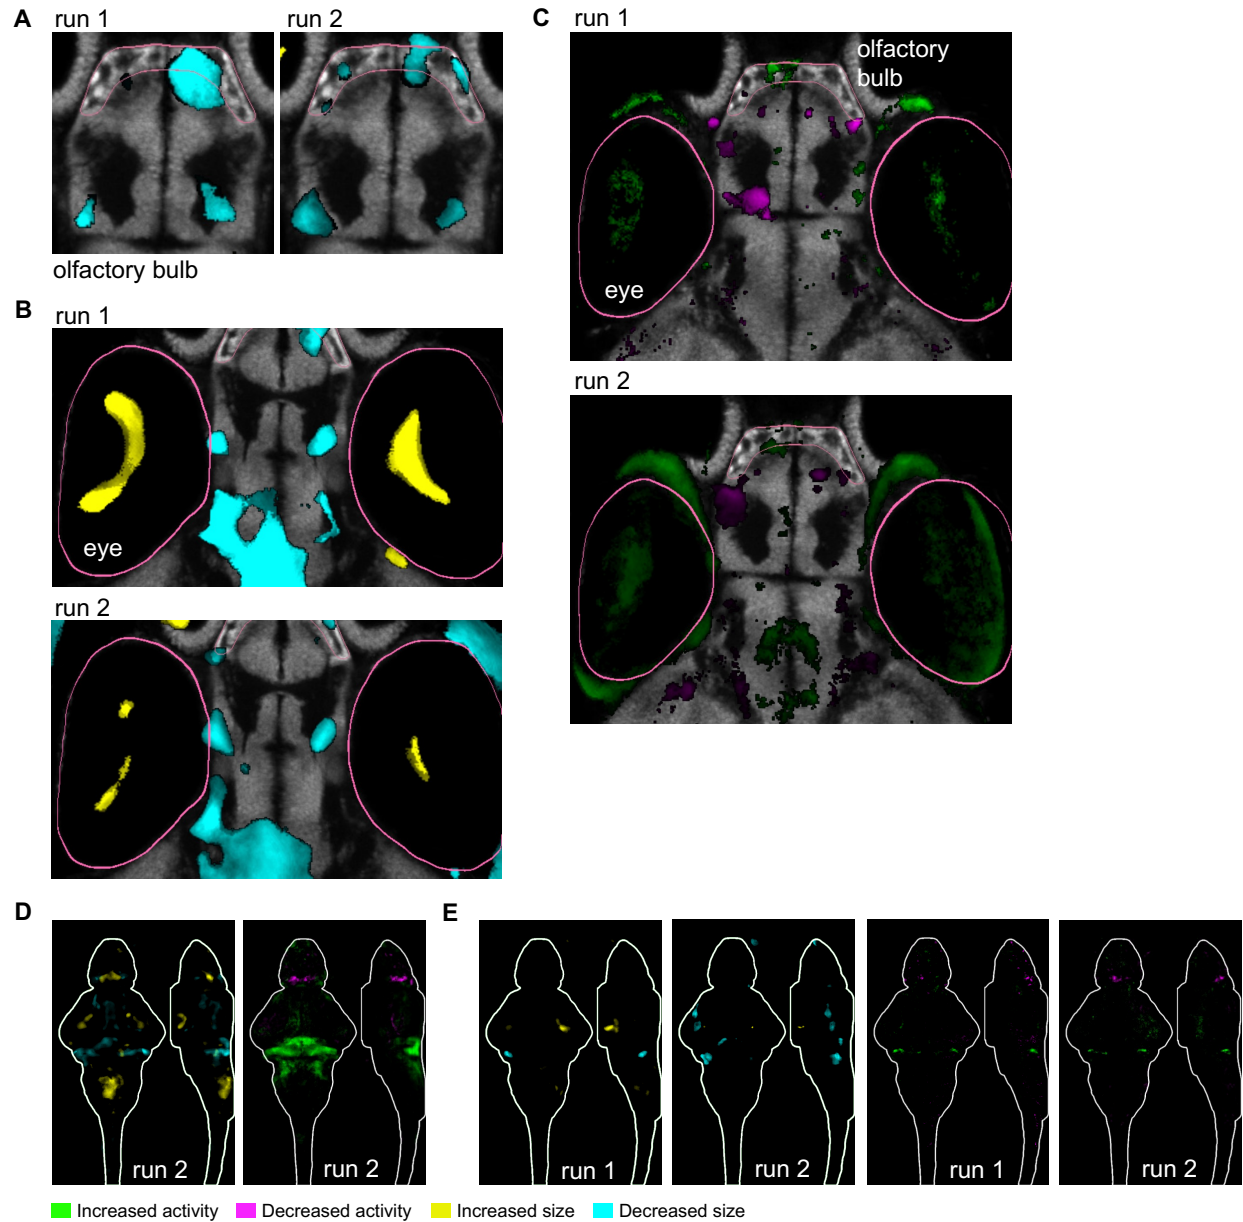

**Figure S2. Brain structure and activity phenotypes of zebrafish *ebf3a* mutants.** (A)

Decreased size of the olfactory bulb (red outline), as designated by the Z-Brain atlas (Randlett, et al., 2015), in homozygous mutants compared to wild-type siblings. (B) Increased size of a layer in the eyes (pink outline) in homozygous mutants compared to wild-type siblings. The size may correspond to the retinal ganglion cells or possibly the inner plexiform layer

(<https://zebrafishucl.org/retina>). The layers of the eye are not part of the Z-Brain mask set, and defining the specifically affected neuron types will require additional marker analysis. (C)

Increased activity in both the eyes and olfactory bulb in homozygous mutants compared to wild-type siblings. (D) Brain structure and activity maps including only those animals with swim bladders from run 2. N = 15 homozygotes compared to 45 wild types. (E) Brain structure and activity maps for both runs, comparing heterozygous mutants to wild-type siblings. Run 1 N = 83

heterozygotes compared to 36 wild types; Run 2 N = 91 heterozygotes compared to 46 wild types.

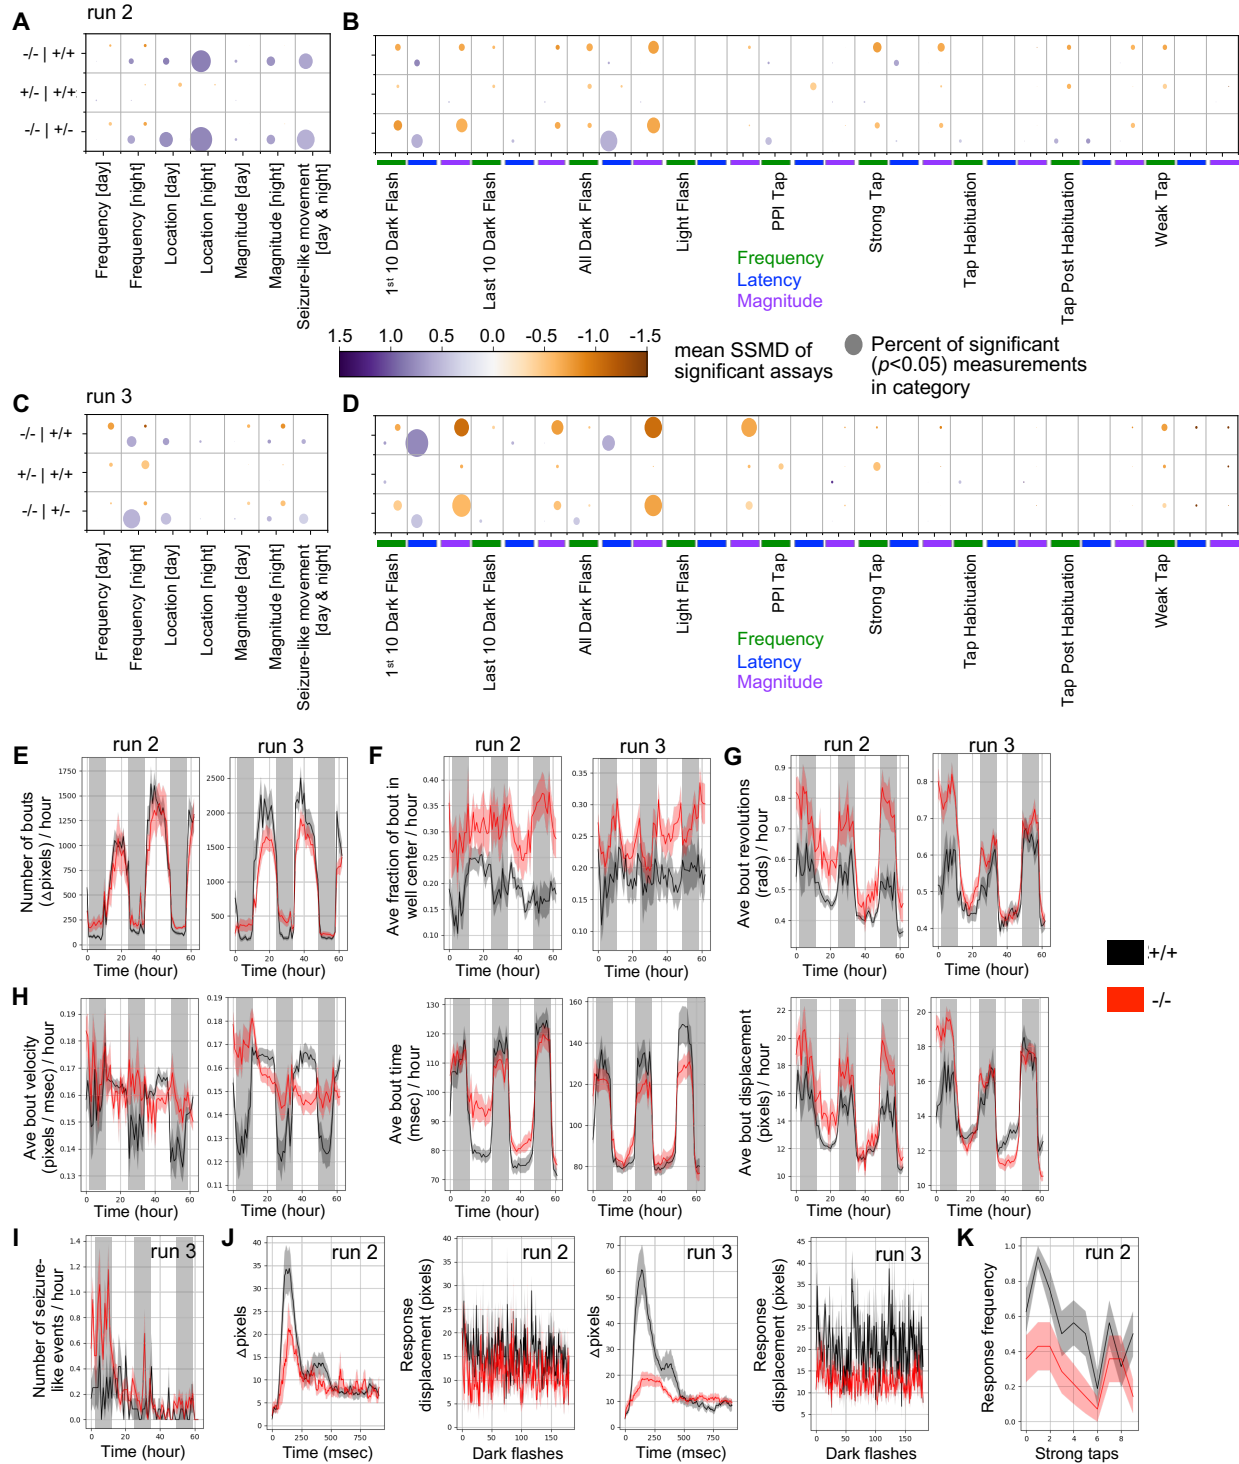

**Figure S3. Behavioral data from two additional independent clutches.** (A) Summary visualization of baseline behavioral phenotypes for second run. Run 2 N = 14 homozygotes, 16 wild types, and 37 heterozygotes. (B) Summary visualization of stimulus-driven behavioral phenotypes for second run. (C) Summary of baseline behavioral phenotypes for third run. Run 3 N = 34 homozygotes, 12 wild types, and 36 heterozygotes. (D) Summary of stimulus-driven behavioral phenotypes for third run. (E) P-values from the entire experiment duration are non-

significant for both runs. However, some subsection p-values are significant, such as the daytime of day 3 (day3msdf, binned per 10-minutes, p-value = 0.001 for both runs). Both these runs indicate there may be an increase in nighttime movement as well as the decrease in daytime movement, suggesting possibly disrupted sleep. **(F)** P-values for the entire experiment duration for run 2 = 0.009. For run 3, however, it was non-significant on the entire experiment duration. The p-value for subsections were significant, such as the morning of day 2 (day2morning, binned per 10-minutes, p-value = 0.002). **(G)** P-values for both runs = 0.001. **(H)** For run 2, the bout velocity for the experiment duration was not significant, but subsections were (day3nightall, binned per 10-minutes, p-value = 0.001). Run 3 p-value for bout velocity over the experiment duration = 0.005. The bout time p-value for run 2 = 0.03 and is non-significant for run 3. The bout displacement p-value = 0.001 for both runs. **(I)** P-value for run 3 = 0.001 (run 2 is in the corresponding main text figure). Displacement Kruskal-Wallis ANOVA p-values = 0.0028 (run 2) and 2.9e-05 (run 3). **(J)** Dark flash response displacement plots (left in pair) and response graphs (right in pair). **(K)** Frequency of responses to strong taps. The block shown is the strong taps completed prior to the first habituation block at 5 dpf (day5dpfhab1pre), with Kruskal-Wallis ANOVA p-value = 0.0067 (run 2). The same section of taps was not significant for run 3, and strong tap responses were generally least affected in this clutch.

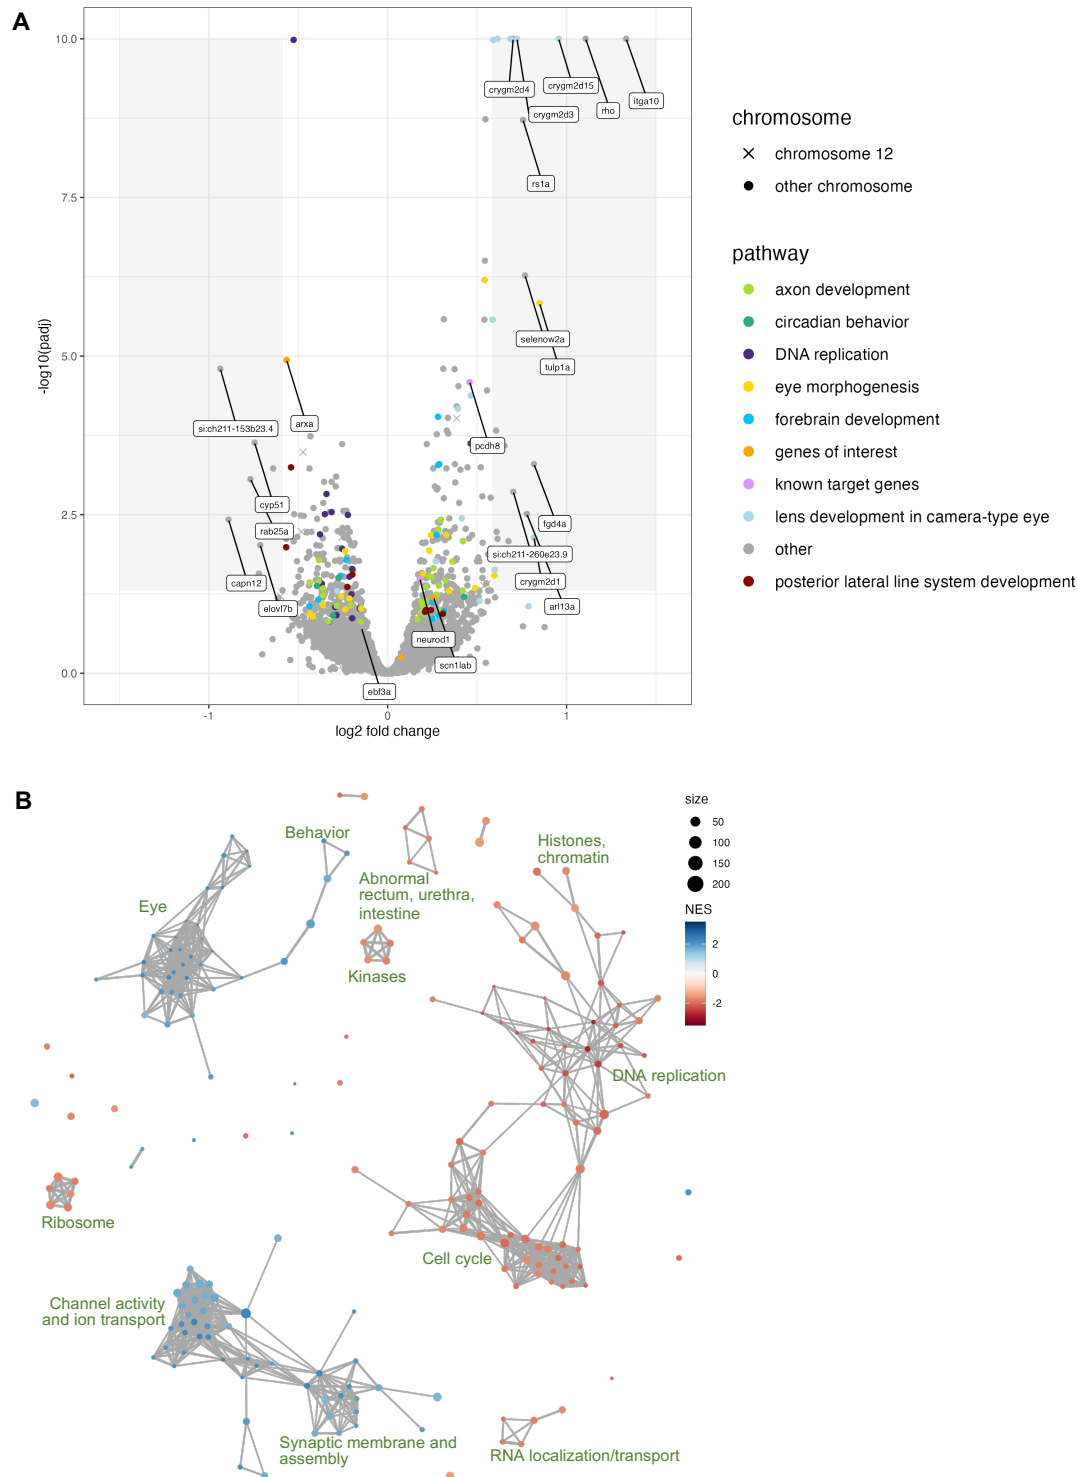

**Figure S6. Analysis of *ebf3a* heterozygous mutants versus wild-type siblings 2 dpf RNA-sequencing data. (A)** Volcano plot of the 2 dpf RNA-sequencing data for the comparison of heterozygous mutants versus wild-type larvae. Genes involved in pathways identified by Gene Ontology (GO) analysis are identified, as are several additional genes of interest. Genes with log2 fold changes of greater than 0.7 and adjusted p-values of less than 0.01 are also labeled. **(B)** Network plot of all GSEA C5 molecular signatures, with general groupings labeled.

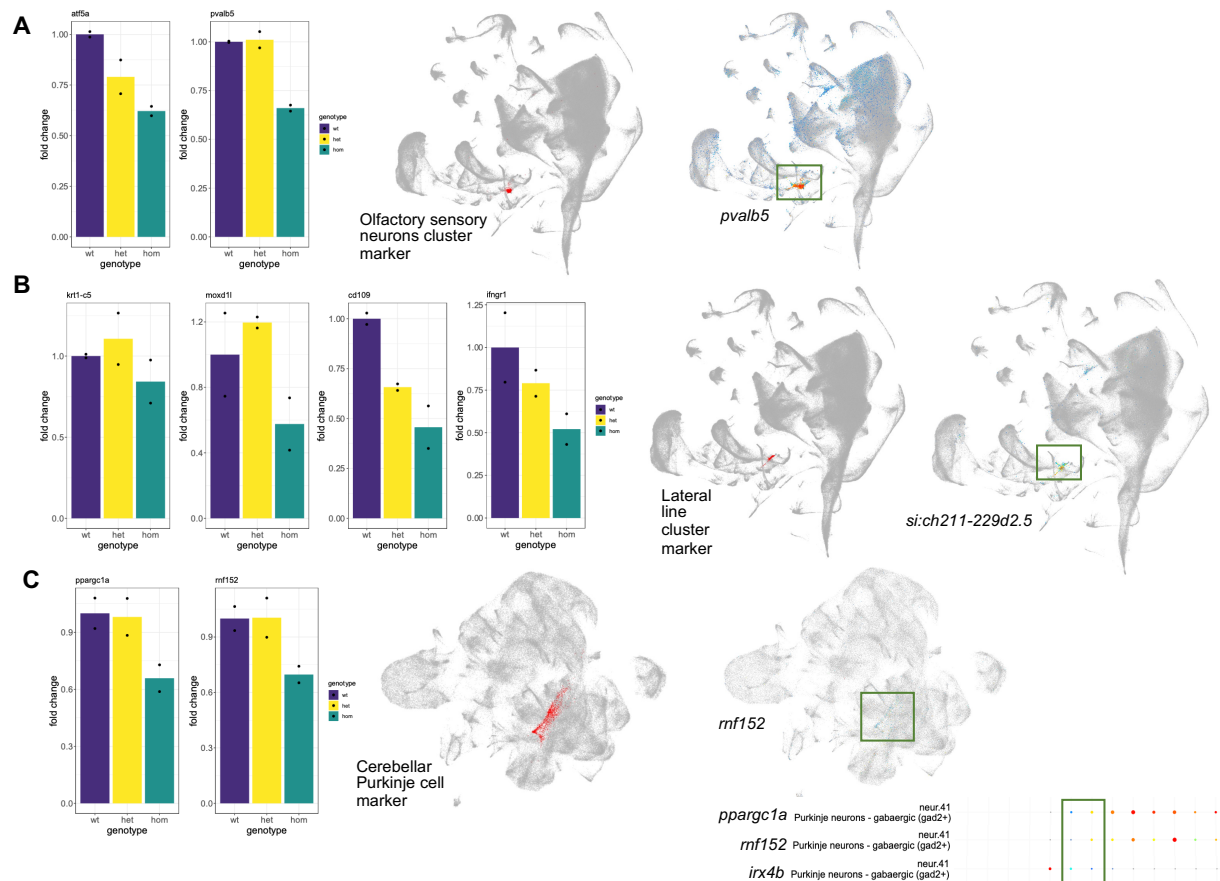

**Figure S7. Examples of downregulated genes that mark specific single-cell clusters in Daniocell.** (A) The bar plots are normalized counts data for wild-type, heterozygous, and homozygous samples for genes selected as downregulated and marking olfactory sensory neurons. The Daniocell single-cell maps on the left are the cells associated with the cluster in the whole larval dataset from 0-5 dpf (left) and expression of one marker gene (right). (B) Plots are equivalent to A but for the lateral line markers. (C) Plots are equivalent to A but for the lateral cerebellar Purkinje cells. Additionally, the dot plot is from Daniocell and the box represents the marker expression in this cell type most similar to when the samples were collected (24-26 hpf and 48-58 hpf).

for genes selected as downregulated and marking cerebellar Purkinje cells. The Daniocell single-cell maps on the left are the cells associated with the cluster in the whole larval dataset from 0-5 dpf (left) and expression of one marker gene (right). **(E)** Plots are equivalent to **D** but for the lateral line markers. Additionally, the dot plot is from Daniocell and the box represents the marker expression in this cell type most similar to when the samples were collected (5 dpf). **(F)** Plots are equivalent to **D** but for the two very downregulated genes that likely mark a population of olfactory sensory neurons. The two genes correlate with each other.

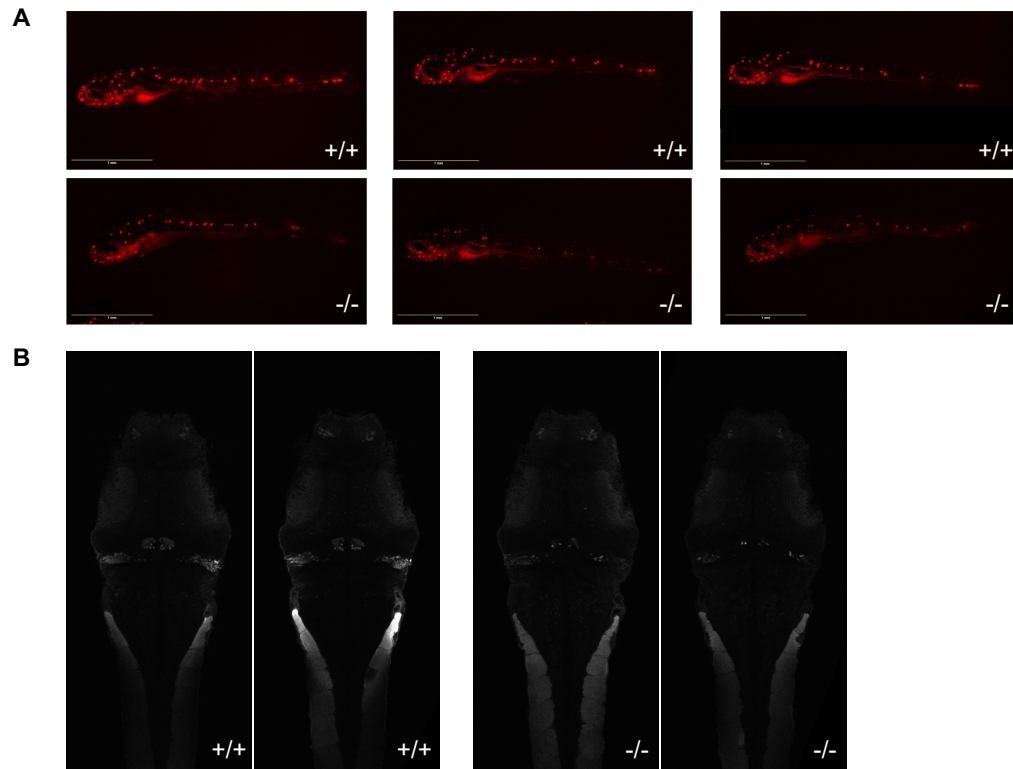

**Figure S9. Additional examples of staining of the lateral line neuromasts and cerebellar Purkinje neurons.** (A) Lateral line neuromasts from two independent clutches, stained at 6 dpf. The leftmost pair are a second set from run 1, while the center and rightmost pair are both from run 2. (B) A slice of the 6 dpf Parvalbumin stained brain, after the stacks have been registered via the total Erk counterstain. The slice shown is 100 out of 138 in the standard Z-Brain format. Full stacks, registered and raw, and additional images of the lateral line staining are available in the Zenodo repository.

**Table S1. Survival of *ebf3a* mutants over development.** The asterisk (\*) represents clutches where *ebf3b* was also homozygous mutant as the background genotype.

| Age     | Total genotyped | Wild type | Heterozygous | Homozygous |
|---------|-----------------|-----------|--------------|------------|
| 5 dpf   | 89              | 17        | 47           | 25         |
| 7 dpf*  | 34              | 3         | 21           | 10         |
| 7 dpf*  | 41              | 13        | 16           | 12         |
| 7 dpf*  | 47              | 10        | 19           | 18         |
| 7 dpf*  | 47              | 6         | 28           | 13         |
| 8 dpf   | 65              | 18        | 33           | 14         |
| 10 dpf* | 89              | 37        | 47           | 5          |
| 10 dpf* | 84              | 29        | 41           | 14         |
| 11 dpf  | 28              | 12        | 12           | 4          |
| 11 dpf  | 41              | 13        | 18           | 11         |
| 15 dpf  | 9               | 5         | 4            | 0          |
| 15 dpf  | 43              | 22        | 21           | 0          |
| 15 dpf  | 23              | 14        | 9            | 0          |
| 6 wpf   | 18              | 9         | 9            | 0          |
| 2 mpf   | 19              | 8         | 11           | 0          |
| 3.5 mpf | 23              | 6         | 17           | 0          |

**Table S2. Primers for genotyping and RT-qPCR.**

|                                        | Sequence (5'-3')                   |
|----------------------------------------|------------------------------------|
| <i>ebf3a</i> HRM                       | Forward: CTGGGCAGTGGCATGAAT        |
|                                        | Reverse: CGGATGATTTGGCAAACGTA      |
| <i>ebf3b</i> HRM                       | Forward: TTGCTTTACATAACAATCTGCTGTT |
|                                        | Reverse: TCATGCGTGAGAAGAACACG      |
| <i>ebf3a</i> RT-qPCR                   | Forward: ACAGTCAATGTGGACGGTCA      |
|                                        | Reverse: GAAGTTGTCGCCAATGATGA      |
| <i>ebf3b</i> RT-qPCR                   | Forward: AGGAAACCCACGAGACACAC      |
|                                        | Reverse: CCTTAATGCAGGGGATCTCA      |
| <i>actb1</i> RT-qPCR<br>(housekeeping) | Forward: CATCCGTAAGGACCTGTATGCCAAC |
|                                        | Reverse: AGGTTGGTCGTTTCGTTTGAATCTC |

# Supplementary material for: Disrupted development of sensory systems and the cerebellum in a zebrafish ebf3a mutant
**Source:** G3 (Bethesda). 2025 May 23;15(7):jkaf115. doi: 10.1093/g3journal/jkaf115
**Supplement:** jkaf115_Supplementary_Data

### List of files in Zenodo repository (10.5281/zenodo.15304810)

1. ebf3a-pvalb-nonorm\_2025-04-08\_Parvalbumin\_14homover22het\_hetfxhetm\_p0005.tif
2. ebf3a-pvalb-nonorm\_2025-04-08\_Parvalbumin\_14homover26wt\_hetfxhetm\_p0005.tif
3. ebf3a-pvalb-nonorm\_2025-04-08\_Parvalbumin\_14homover48hetandwt\_hetfxhetm\_p0005.tif
4. ebf3a-pvalb-nonorm\_2025-04-08\_Parvalbumin\_22hetover26wt\_hetfxhetm\_p0005.tif
5. behavior\_ebf3a\_Box12\_11-20-2020\_flo.tgz
6. behavior\_ebf3a\_Box2\_01-18-2021\_flo.tgz
7. behavior\_ebf3a\_Box4\_03-19-2021\_flo.tgz
8. genotyping\_10-07-21set
9. genotyping\_8-24-21set
10. genotyping\_pvalb-stain-2025-04-08
11. images\_ebf3a\_8-24-21\_CC.zip
12. images\_ebf3a\_het\_jmp11\_2021-10-07\_CC.zip
13. Lateral\_Line\_Staining.zip
14. processed\_imaging.zip
15. pvalbstaining\_registeredimages.tgz
16. pvalbstaining\_unregisteredimages.tgz
17. Supplementary Data S1.zip

### Legends

Files 1-4: Differences in Parvalbumin staining between *ebf3a* mutants and control siblings. The genotype comparison and the N for each genotype is in the name of the files. Stacks resulting from MapMAPPING comparing the Parvalbumin stained fish. The Parvalbumin stain was not normalized to the total-Erk stain used for registration, but the results are similar when it is normalized (data not shown).

Files 5-7: Complete behavior data and analyzed files for three behavioral runs comparing *ebf3a* mutants and control siblings. The only raw data not included, due to size limitations, are the high-speed movie files, but their tracking data is included. The genotyping information is located within the individual archive.

Files 8-10: Genotyping information for the three imaging runs. The date in the name matches the date in the archive of raw imaging data.

Files 11 and 12: Raw confocal stacks stained with total Erk and phospho-Erk for *ebf3a* mutants and control siblings.

File 13: Raw images of lateral line staining comparing *ebf3a* mutants and control siblings. The samples are divided by genotype within the archive.

File 14: The results of brain activity and structural MapMAPPING for the total Erk and phospho-Erk staining. These processed datasets correspond to the raw stacks in Files 11 and 12.

Files 15 and 16: Raw Parvalbumin stained stacks: the original “unregistered” stacks (File 16) and the stacks after registration (File 15). The corresponding genotyping can be found in File 10.

File 17: Additional files related to the RNA-seq analysis, including the R Markdown file, differentially expressed gene lists, and GSEA terms based on Daniocell clusters.

How the deposited data were processed for this re-analysis (not part of the article)

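Bulk RNA-seq libraries of ebf3a mutants and siblings were analysed at 2 ages, with 2 homozygous, 2 heterozygous and 2 WT libraries at 2 dpf and 2 homozygous and 2 WT libraries at 5 dpf. Each library was a pool of embryos or larvae, so a replicate is a pool and not an animal. The authors aligned paired-end reads with STAR to the zebrafish genome with the Lawson Lab transcriptome annotation and deposited raw counts of reads per gene, without normalization. The paper's text does not name the strand setting of the counting, and the deposited counts hold no entries for unmapped, multi-mapped or ambiguous reads. The paper's own tests used DESeq2.

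From these counts, libraries were scaled by the TMM method and tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with Benjamini-Hochberg adjustment, and genes were called at an adjusted p under 0.05. Low counts were removed by filterByExpr. The 3 genotypes at 2 dpf shared one fit and so one estimate of the spread, homozygotes were compared with pooled siblings in a second fit, and 5 dpf was fitted alone. Standard errors came from the fitted model and its moderated spread. The filter of the legend of Fig. 4a was read as an unadjusted p under 0.05 and an absolute log2 fold change over 0.2. Principal components were taken from log2 CPM with a prior count of 2. Shared genes were set against 20 sets of simulated libraries with no difference between genotypes. They were also set against draws in which the 3 pairs of libraries took the roles of the 3 genotypes at random for each gene. These draws keep differences between pools, remove their order and make all pairs differ alike in size.

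The number of genes with at least 1 count was between 26088 and 28326 per library, and the 20 genes with the most counts held from 11.1% to 12.8% of a library. All replicate pairs differed by more than the sampling noise, so none was counted as 1 library. The tests were tested on simulated data in which 200 genes changed by a log2 fold change of 1. The 3-genotype fit recovered 83.5% of them between homozygotes and WT with 9 false calls, and the fit with pooled siblings recovered 84% with 9 false calls. At 5 dpf edgeR recovered none of them, while DESeq2 recovered 33.5% but 34 of its 101 calls were false.

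The alternatives were DESeq2's size factors, DESeq2 1.42.0 with its Wald test, no filter on low counts, at least 10 counts in every library, the replicate number as a block, fits of only the groups compared, homozygotes against the mean of heterozygotes and WT, an adjusted p in the filter of Fig. 4a, and leaving out each library. They were set before the data were examined, apart from DESeq2 with only the groups compared, which was chosen after seeing the data. The rule for named genes, fixed at the same time, was every gene the paper names and the 3 highest and 3 lowest log2 fold changes of each comparison among called genes with a mean of at least 1 CPM and no overlap between the groups. Because the files do not pair gene IDs with names, only the 2 highest and 2 lowest of the comparison with pooled siblings are given. The level of ebf3a in each library, which would check the genotype labels, could not be reported, and the tests of gene lists and of chromosome 12 were not run.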

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

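The test of chance positions for neighbouring genes, through which this group of genes was found, and the test of the shift between the heterozygous libraries against its spread were chosen after the result was seen. At 2 dpf, 29 called genes with neighbouring IDs lie in one stretch of 53 IDs. Together the genes of the stretch held 11050 CPM in heterozygous replicate 2, against 8081 CPM in heterozygous replicate 1 and 8172 and 8366 CPM in the WT libraries. The gap between heterozygous replicate 2 and the nearest sibling was 0.904 of the range of the 4 sibling libraries, above Dixon's 95% critical value for 4 samples. The homozygous libraries were at 15370 and 15182 CPM. In all 9 values were tested in this way, and chance gives a gap of this size in about 5% of groups. The stretch was itself picked from these libraries.

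Homozygous embryos in the pool of heterozygous replicate 2 would move all called genes towards the homozygous level. For called genes outside the stretch that fell, the median position between WT and homozygotes was 8.74% of the way in heterozygous replicate 2 and 23.0% in heterozygous replicate 1, the opposite of that prediction, while for those that rose it was 14.1% and 0.857%, the direction of that prediction. Homozygous embryos in the share that the stretch would need, 22.6%, would shift the genes that rose by 22.4 percentage points and those that fell by 17.4. The shift from replicate 1 to replicate 2 was 13.2 points in genes that rose (95% bootstrap interval over genes -4.01 to 28.2), which is 9.19 short of this and within the interval, and -14.3 points in genes that fell (-25.1 to 0.0927), which is not within it. Between the replicates of WT or of homozygotes the shift was at most 3.44 points in size. Mixed pools and other differences between the heterozygous libraries therefore cannot be told apart, since the genes that rose and those that fell go opposite ways. Reads shared between near-identical genes and variation between clutches in this stretch were not tested, and stay open. The paper's text does not mention a stretch of neighbouring IDs. Since IDs could not be paired with names, whether the paper names any of these genes is not known.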

How the results depend on the processing

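Of 194 values recomputed under an alternative, 142 kept their direction and side of the threshold or their size, 39 moved, 6 were no longer past the threshold and 7 changed sign. Without a filter on low counts, more genes were tested and called: 360 between homozygotes and siblings, 916 between homozygotes and WT, 484 between heterozygotes and WT, 597 between homozygotes and heterozygotes, and 1 at 5 dpf. DESeq2's Wald test called 259 between homozygotes and siblings, 239 between heterozygotes and WT, 217 between homozygotes and heterozygotes and 2 at 5 dpf. Fits of only the 2 groups compared called 176 between heterozygotes and WT and 58 between homozygotes and heterozygotes, with fewer libraries to estimate the spread. Homozygotes against the mean of heterozygotes and WT gave 287 genes. Why these numbers moved was not tested. DESeq2's size factors moved no count of called genes by over 1.5 times.

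With an adjusted p in the filter of Fig. 4a, 362, 86 and 138 genes passed between homozygotes and WT, heterozygotes and WT, and homozygotes and heterozygotes, and 52 were shared by the comparisons with WT. DESeq2's Wald test with only the 2 groups compared, chosen after seeing the data, gave 1134 genes between homozygotes and heterozygotes under the filter of Fig. 4a with its unadjusted p, and 305 between heterozygotes and WT at an adjusted p under 0.05. The median absolute log2 fold change between homozygotes and WT was 0.53 with DESeq2's Wald test, 0.51 without a filter on counts, 0.46 with at least 10 counts in every library, 0.47 with only the 2 groups compared, 0.51 with DESeq2 and only the 2 groups, and 0.63 with an adjusted p, where that of heterozygotes was 0.54. It stayed above that of heterozygotes under each of these.

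Across the 4 fits that each left out one sibling library, from 85 to 259 genes were called between homozygotes and siblings, with 259 without heterozygous replicate 1, 85 without WT replicate 1 and 87 without WT replicate 2. Whether a genotype looks older or younger was measured by the correlation, across genes, of its log2 fold change with that of 5 dpf WT over the 2 dpf group not in the comparison. Genes are not independent replicates. For heterozygotes and WT it was 0.00938, from -0.0211 to 0.0374 with one library left out, and it changed sign without heterozygous replicate 2. For homozygotes and WT it was -0.0332, from -0.0506 to -0.00419 with one library left out, and -0.0151 with at least 10 counts in every library. For homozygotes and heterozygotes it was -0.0421, from -0.0626 to -0.00961. With one library left out, the log2 fold change at 5 dpf ranged from -0.42 to 0.65 for LL0000007374, from -0.73 to 0.25 for LL0000018872 and from -0.50 to 0.49 for LL0000025280, so their direction at 5 dpf is not settled.

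The paper does not say that replicate numbers mark a shared clutch or batch. Deviations of same-numbered libraries from their group means correlated across genes by -0.00397, -0.0249 and -0.0115 at 2 dpf and by 0.502 at 5 dpf. With a replicate block, 51 genes were called between heterozygotes and WT, 10 at 5 dpf, all lower in homozygotes, and 2 of these were shared with 2 dpf. LL0000018872 was not called with the block (adjusted p = 0.0821 from edgeR's quasi-likelihood test; over its other alternatives at 2 dpf that give a call, from 0.00441 to 0.116). The other counts of called genes stayed within 1.5 times.

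Alternatives for the gene lists, for chromosome 12 and for the age measure without crystallin and photoreceptor genes were not run, since they need gene names or positions. Fits that leave 1 library in a group give fold changes and no calls. At 5 dpf the spread between pools limits the test without a replicate block: DESeq2 and edgeR recovered 33.5% and 0% of simulated genes changed by a log2 fold change of 1.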

Differences from the paper's values

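Under the filter of Fig. 4a, 2352 genes differed between homozygotes and heterozygotes at 2 dpf, while the paper shows about 890 in Fig. 4a, read by eye. None of the alternatives set before the data were examined closed the gap: DESeq2's size factors gave 2358 genes, DESeq2's Wald test 1810, no filter on low counts 2854, at least 10 counts in every library 2160, a replicate block 2234, only the 2 groups compared 1775 and an adjusted p 138. DESeq2's Wald test with only the 2 groups compared, chosen after seeing the values, gave 1134, which is within 1.5 times the paper's value.

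The paper states that multiple genes are shared between 2 and 5 dpf. Its main text gives no threshold for this. At an adjusted p under 0.05 and without a replicate block, no gene was called at both ages here. An unadjusted p under 0.05 at 5 dpf was reached by 10 of the 148 genes called at 2 dpf and tested at both ages. All 10 changed in the direction seen at 2 dpf, where 1.37 genes are expected at this p. With a replicate block, 2 genes were called at both ages.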

Other observations

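The tests of chance positions of called genes, of other splits of the libraries, of the age of the 5 dpf pools, of the share by which homozygotes go beyond heterozygotes, of random roles of the pairs of pools and of other splits at 5 dpf were chosen after the results were seen. The WT libraries at 2 dpf are the deepest. With all libraries thinned to the smallest total in 5 draws, from 348 to 377 genes were called between homozygotes and WT and from 134 to 150 between homozygotes and heterozygotes, which argues against depth as the reason for the larger count. In the simulated libraries without a difference, at most 204 genes past the filter of Fig. 4a were shared by the 2 comparisons with WT, against 749 observed. This argues against the shared WT libraries alone, with sampling and replicate spread, as the reason. Most of the number is nevertheless also found where pools differ without an order of genotype. With the roles of the 3 pairs of pools drawn at random for each gene, a median of 706 genes was shared, and 25 of 1000 draws reached 749. Of the genes called between heterozygotes and WT, 60.5% were also called between homozygotes and WT. Random roles gave at most 40.5%, but this comparison decides nothing, since the share follows from the number of genes called, which was 158 to 248 between heterozygotes and WT in the draws against 86 observed, and 157 to 261 between homozygotes and WT against 362. The number of shared genes, 52, lay within the 36 to 77 of those draws. For these shared genes, genotype and pairs of pools without an order therefore cannot be told apart, a decision made after seeing the values.

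Of the 15 splits of the 6 libraries at 2 dpf into 2 and 4, only 1, the real one, gave as many called genes as the 149 between homozygotes and siblings. The smallest share that 15 splits allow is above 0.05, so chance cannot be excluded by this count. The WT pair against the other 4 libraries gave 79 genes (2279 at an unadjusted p under 0.05), the heterozygous pair 1 (1703 unadjusted), and the other splits 0 or 1.

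Genes were chosen on 1 library of each of 2 genotypes and measured in the others, in 4 choices. For genes chosen on homozygotes against WT, heterozygotes held from 47.7% to 55.1% of the mean homozygous change, and from 48.6% with thinned libraries, so choice of the genes and depth would not give the change in heterozygotes alone. The size of this share says nothing on an order of genotypes, since random roles of the 3 pairs of pools gave from 44.1% to 60.3%. The other positions lay outside their random draws. For genes chosen on homozygotes against heterozygotes, WT lay beyond heterozygotes, at -21.8% to -2.07% of the change, where random roles gave 42.9% to 57.2%. For genes chosen on heterozygotes against WT, homozygotes lay at 112% to 122% of the change, where random roles gave 40.7% to 58.7%. Random roles make all pairs of pools differ alike in size. Pairs that differ by unequal amounts without an order are therefore not covered, and these positions do not decide on an order. In the genes chosen on heterozygotes against WT, homozygotes went further than heterozygotes by a mean log2 value of 0.0179 to 0.0274. This was only 12.5% to 21.7% of the difference between heterozygotes and WT. The 4 choices draw on the same 2 homozygous pools, and no spread between pools was computed for so small a value. It therefore does not decide whether WT stands apart for a reason other than genotype. An effect that is alike in both mutant genotypes and a WT difference of another kind cannot be told apart, since each genotype is its own pair of pools.

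Among the 149 genes called between homozygotes and siblings, 64 had another called gene within 10 positions in the order of IDs, against a median of 18 and at most 43 in 10000 random sets. One stretch of 53 IDs held 29 called genes among 43 tested, all higher in homozygotes, with log2 fold changes from 0.51 to 1.60. They make up 32.6% of the called genes that rose. In heterozygotes 23 of the 29 were higher than in WT, with a median log2 fold change of 0.36, while at 5 dpf the replicates went opposite ways, with 2 of the 29 higher in homozygotes in replicate 1 and 29 in replicate 2. The stretch held 12060 CPM in homozygotes and 15552 CPM in WT in replicate 1, and 13780 and 7773 CPM in replicate 2. From 2 to 5 dpf in WT, 17 of the 29 rose, with a median of 0.18. Called genes outside the stretch changed with age by a median of 0.01 if higher and 0.31 if lower in homozygotes. Over all genes tested the median was -0.03. This is the direction of younger rather than older homozygous pools, but no spread was computed for these medians. The age of the homozygous pools is therefore not decided by those genes. Whether the stretch itself follows the age of the pools cannot be told apart, since a rise and fall between 2 and 5 dpf was not measured. Positions, names and reads shared between near-identical genes were not tested, so a linked region and a gene family both stay open.

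At 5 dpf, replicate 1 against replicate 2 gave 1266 called genes, and 1220 with libraries thinned to the smallest total, which argues against depth. Homozygotes against WT gave 0 (278 unadjusted), and the remaining split 0 (210 unadjusted). The change from replicate 1 to replicate 2 correlated across genes with the change from 2 to 5 dpf by 0.243 in homozygotes and 0.180 in WT, against at most 0.0419 in size between 2 dpf replicates. This is consistent with pools of different age, as a hypothesis. Genes are not independent replicates, and other differences between the pools were not tested. The labels give both 5 and 6 dpf for these libraries.

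The share of genes called at 2 dpf with the same direction at 5 dpf, 73.6%, was above that of 99.99% of random sets of genes of like abundance. Outside the stretch the share was 69.7%, which 16 of 10000 random sets reached. Both argue against chance of direction in genes taken as independent. Genes that move together between the 5 dpf libraries whatever their genotype are not covered by random sets. Measured on log2 CPM outside the stretch, 67.2% of the called genes had the sign of 2 dpf in homozygotes against WT, against a median of 55.5% in random sets, and 124 of 10000 sets lay as far from the median. Replicate 2 against replicate 1, a split that does not follow genotype, gave 35.3% against a median of 46.2%, a distance of 10.9 percentage points that 171 sets reached, and the remaining split gave 47.1% against 45.4%. Both other splits lay nearer to their random sets than homozygotes against WT, which was the outcome set for arguing against genes that move together, but the margin of the split by replicate is smaller than the spread of random sets. Changes seen again at 5 dpf and genes that move together therefore cannot be told apart, a decision made after seeing the values. In replicate 1 alone the share was 62.2%, a distance from the median that 2296 of 10000 random sets reached, and in replicate 2 it was 67.2%, which 5 reached. An interaction of genotype with age was called for 0 of 24823 genes (941 at an unadjusted p under 0.05, where chance gives 1241). In simulated counts with the spread of each age, this test found none of 200 genes changed at 2 dpf alone by a log2 fold change of 1. It found 71.5% of 200 changed by 2, so a difference of 1 between the ages was not detectable by this test, which held no replicate block.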
